# The Influence of Polyploidy on the Evolution of Yeast Grown in a Sub-Optimal Carbon Source

**DOI:** 10.1093/molbev/msx205

**Published:** 2017-07-24

**Authors:** Amber L. Scott, Phillip A. Richmond, Robin D. Dowell, Anna M. Selmecki

**Keywords:** experimental evolution, polyploidy, genomics, yeast, adaptive evolution, expression data

## Abstract

Polyploidization events have occurred during the evolution of many fungi, plant, and animal species and are thought to contribute to speciation and tumorigenesis, however little is known about how ploidy level contributes to adaptation at the molecular level. Here we integrate whole genome sequencing, RNA expression analysis, and relative fitness of ∼100 evolved clones at three ploidy levels. Independent haploid, diploid, and tetraploid populations were grown in a low carbon environment for 250 generations. We demonstrate that the key adaptive mutation in the evolved clones is predicted by a gene expression signature of just five genes. All of the adaptive mutations identified encompass a narrow set of genes, however the tetraploid clones gain a broader spectrum of adaptive mutations than haploid or diploid clones. While many of the adaptive mutations occur in genes that encode proteins with known roles in glucose sensing and transport, we discover mutations in genes with no canonical role in carbon utilization (*IPT1* and *MOT3*), as well as identify novel dominant mutations in glucose signal transducers thought to only accumulate recessive mutations in carbon limited environments (*MTH1* and *RGT1*). We conclude that polyploid cells explore more genotypic and phenotypic space than lower ploidy cells. Our study provides strong evidence for the beneficial role of polyploidization events that occur during the evolution of many species and during tumorigenesis.

## Introduction

Whole genome duplication events resulting in polyploidy (more than a diploid set of chromosomes) have occurred throughout the evolution of animals, plants, and fungi and are considered one of the driving forces of evolutionary change (Otto and Whitton 2000; Sémon and Wolfe 2007; Van de Peer etal. 2009). Recent examples demonstrate that polyploidy can arise in otherwise haploid or diploid organisms, and this polyploidization event correlates with increased invasiveness and pathogenesis (Pandit etal. 2011; Zaragoza and Nielsen 2013; Gerstein etal. 2015). Polyploidy is frequently observed in human cancers: nearly 37% of all cancers undergo a genome duplication event at some point during their progression (Zack etal. 2013). Additionally, polyploid cells can promote tumorigenesis in several cancer model systems, while isogenic diploid cells do not (Fujiwara etal. 2005). Polyploidy is also frequently identified in human fungal pathogens, including those that cause life-threatening infections like *Cryptococcus neoformans*, *Candida albicans*, and *Saccharomyces cerevisiae* (Muller and McCusker 2009; Harrison etal. 2014; Storchova 2014; Berman 2016; Zhu etal. 2016). Despite the importance of polyploidy in evolution and adaptation, little is known about how increasing ploidy levels affect adaptation to a stressful environment on a molecular level.

Ploidy level changes represent one of the most rapid means in which an organism can access large-scale genotypic and phenotypic variation (King etal. 2012; Soltis etal. 2014). Indeed, polyploidization events often immediately result in extensive karyotypic variability (Mayer and Aguilera 1990; Bennett and Johnson 2003; Gerstein etal. 2006; Storchová etal. 2006; Sémon and Wolfe 2007; Hufton and Panopoulou 2009) and polyploid cells may explore fundamentally different regions of phenotypic space because the genome redundancy enables a more diverse set of mutations upon which selection can act (Van de Peer etal. 2009). Important theoretical research has identified scenarios in which a given ploidy level may be beneficial to an organism (Stebbins 1940; Otto and Whitton 2000), however we lack experimental validation of many of these scenarios.

In theory, polyploidy may promote the rate of adaptation by doubling the target size for beneficial mutations (Adams and Hansche 1974; Otto 2007; Gerstein and Otto 2009). Increased numbers of chromosome sets may also buffer the effects of deleterious mutations (Korona 1999; Otto and Whitton 2000; Thompson etal. 2006). These effects are also impacted by the degree of dominance of beneficial mutations; although increased gene copy number amplifies the target size for mutation, phenotypic changes will be masked if the mutations are recessive (Orr and Otto 1994; Otto and Whitton 2000; Anderson etal. 2004). Finally, in smaller populations the rate of generating mutations is limiting, therefore the increased target size of polyploid cells, relative to haploids, is predicted to increase the rate of adaptation (Otto and Whitton 2000; Zeyl etal. 2003).

Some of these theories have been confirmed experimentally, yet studies have focused almost exclusively on haploid and diploid yeast (Paquin and Adams 1983; Anderson etal. 2004; Zeyl 2004; Gerstein and Otto 2009). For example, haploid cells evolve faster than diploid cells in large populations, but when the population size is reduced there is no advantage to haploidy (Zeyl etal. 2003). Similarly, haploid cells adapt faster in an environment where recessive mutations are favored, and diploid cells adapt faster in an environment that requires dominant mutations (Anderson etal. 2003, 2004). The increased mutational target size of diploid cells has been shown to be adaptive in strains defective in mis-match repair (diploid mutators) compared to diploid nonmutators, but there is no adaptive advantage to haploid mutators over haploid nonmutators (Thompson etal. 2006). Finally, the fitness effect of a given mutation is assumed to be equal across all ploidy levels, however recent experimental evidence suggests that this is not the case for all mutations (Gerstein 2012; Selmecki etal. 2015; Sellis etal. 2016). Ultimately, more examples are needed with cells of different ploidy levels and different growth environments in order to completely understand the degree to which the fitness landscape is altered by ploidy (Otto and Whitton 2000).

Witnessing spontaneous polyploidization events and following their evolutionary trajectories is difficult in nature, but it is possible in laboratory-controlled experiments with single-celled organisms. Polyploidization (diploid to polyploid) is observed in *C. albicans* during antifungal drug treatment (Harrison etal. 2014) and diploidization (haploid to diploid) is observed in *S. cerevisiae* during growth in rich medium and high salt (Gerstein etal. 2006, 2008), as well as after transformation and selection in low glucose medium (Venkataram etal. 2016). Additionally, the effect of ploidy on adaptation has been analyzed with many invitro evolution experiments that compare initially isogenic haploid and diploid strains (Anderson etal. 2003; Zeyl etal. 2003; Anderson etal. 2004; Gerstein etal. 2006; Thompson etal. 2006; Gresham etal. 2008; Gerstein etal. 2011; Wenger etal. 2011; Lang etal. 2013; Zörgö etal. 2013; Frenkel etal. 2014; Tamari etal. 2016), however these studies do not compare the adaptive genotype to phenotype at the whole genome and transcriptome level across haploid, diploid, and polyploid levels.

Our recent study has used invitro evolution with *S. cerevisiae* to test the effect of polyploidy on the rate and dynamics of adaptation (Selmecki etal. 2015). We passaged isogenic haploid (1N), diploid (2N), and tetraploid (4N) yeast strains in raffinose medium for 250 generations and isolated single colony clones for fitness and whole genome sequence analysis. All evolved clones had a significant increase in competitive fitness compared to their ancestor, indicating that they adapt to growth in raffinose medium, but the 4N-evolved clones undergo the largest change in fitness (Selmecki etal. 2015). The rapid adaptation of 4N-evolved clones is correlated with significant genome changes. We have quantified single nucleotide polymorphism (SNPs), small insertions/deletions (indels), gene copy number variations (CNVs), and ploidy level in 22 evolved haploid, 24 evolved diploid, and 28 evolved tetraploid clones using whole genome sequencing (WGS), comparative genome hybridization microarray (aCGH), and flow cytometry (Selmecki etal. 2015). 4N-evolved clones acquire significantly more CNVs, SNPs and indels than lower ploidy clones. Annotation of the genomic variants identifies distinct classes of mutations (synonymous, nonsynonymous, and intergenic) that occur at each ploidy (supplementary figure S1 & supplementary text S1, Supplementary Material online). Additionally, many of the 4N-evolved clones reduce ploidy to near-triploid or near-diploid, while the 1N-evolved and 2N-evolved clones never change ploidy or acquire aneuploidy (Selmecki etal. 2015). This work suggests distinct mechanisms of adaptation for each ploidy level.

Here we use transcriptome analysis to identify the mutations underlying adaptation to raffinose for all three ploidy levels. We focus on the gene expression patterns acquired during invitro evolution and find that only a small number of genes have robust differential expression in the evolved clones. The expression signature of just five key glucose-inducible genes enables us to determine the specific mutation responsible for adaptation to growth in raffinose medium in ∼100 evolved clones. Interestingly, gene expression patterns for all evolved clones cluster according to one key adaptive mutation, despite additional background mutations and underlying karyotype or ploidy level. We find that the combined polyploid lineages have a broader spectrum of these key adaptive mutations relative to isogenic diploid and haploid lineages. Our work supports that polyploid cells can rapidly adapt to a novel environment due to an increased sampling of these key adaptive mutations.

## Results

### Glucose Transport Is Upregulated in the Evolved Clones

To understand the mechanisms by which strains of differing ploidy level adapted to growth in raffinose medium, we examined gene expression changes in the evolved clones after evolution. We performed a pilot RNA sequencing (RNA-seq) experiment in which we compared the gene expression in eight evolved clones (two 1N, two 2N, and four 4N) to the diploid ancestral strain (fig. 1*A*). 

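The RNA-seq experiment compared 9 strains, with 1 library per strain and no replicate library of any strain. The strains were the 2N ancestor, the 1N-evolved clones 131 and 132, the 2N-evolved clones 232 and 233, and the 4N-evolved clones 334, 335, 336 and 337. Each clone had been isolated after 250 generations of growth in 2% raffinose. The paper gives the cultures for RNA as 100 ml harvested at an optical density of 0.8 to 1.0, while the sample labels give 5 ml and 0.6 to 0.8. The reads were strand-specific and 50 bases long. The authors trimmed them with Trimmomatic, removed reads of ribosomal RNA, aligned the rest to the S288c genome with Bowtie2 in its sensitive local mode, counted reads on genes with HTSeq under the intersection-strict rule, and tested each clone against the ancestor with DESeq under its blind setting, which estimates the dispersion of each gene from all libraries as if they were replicates. They deposited 9 files with the number of reads counted on each gene, and 8 files with the DESeq output of each evolved clone against the ancestor, which hold normalized mean counts, fold changes, log2 fold changes and p-values.

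The ancestor had 41519100 reads on genes in the deposited counts. The 1N-evolved clones had 50982869 (131) and 40245392 (132) reads on genes, and the 2N-evolved clones had 51818853 (232) and 49364723 (233). Among the 4N-evolved clones, 334 had 43525422, 335 had 50029844, 336 had 40325730 and 337 had 26256718. The mean over the 9 libraries was 43.8 M reads on genes, and the paper's reported value is 44 M. Dividing each normalized count in the DESeq output by the value of 1 read gave whole numbers for 100.0% of genes in every library, so the reads that entered the authors' test could be recovered. They summed to 34777271 in the ancestor, 33485278 in 131, 41841782 in 132, 21449135 in 232, 41338473 in 233, 36056828 in 334, 41365090 in 335, 33415064 in 336 and 42236195 in 337, with a mean of 36.2 M.

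The deposited counts and the DESeq output are therefore 2 separate sets of values, and they were compared before use. Ratios to the ancestor from the counts used CPM values after TMM normalization in edgeR, with 0.5 CPM added. Over the 5314 genes with at least 50 reads in every library of both sets, the log2 ratios of clones 233, 334, 335 and 336 were closest to the DESeq output of the same clone, with Pearson's r from 0.97 to 0.98 across genes. The counts of 131 were closest to the DESeq output of 132 (r = 0.97, against 0.32 for 131), and the counts of 132 were closest to that of 131 (r = 0.97, against 0.31 for 132). The counts of 232 were closest to the DESeq output of 337 (r = 0.97, against 0.66 for 232), and the counts of 337 to that of 232 (r = 0.97, against 0.67 for 337). Genes are not independent replicates, and these correlations describe the files only. The next highest correlation of any library was 0.67, between the counts and the DESeq output of 337. No label was changed. The values of a single clone below come first from the authors' DESeq output, under its own clone names, and the value from the deposited counts under their sample labels is given beside it where it matters. Tests across clones used the deposited counts under their sample labels, and were run again on the reads behind the DESeq output. For clones 131, 132, 232 and 337 the 2 sets disagree, and each value from them holds only under the labels of its own set.

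**Figure D1:**
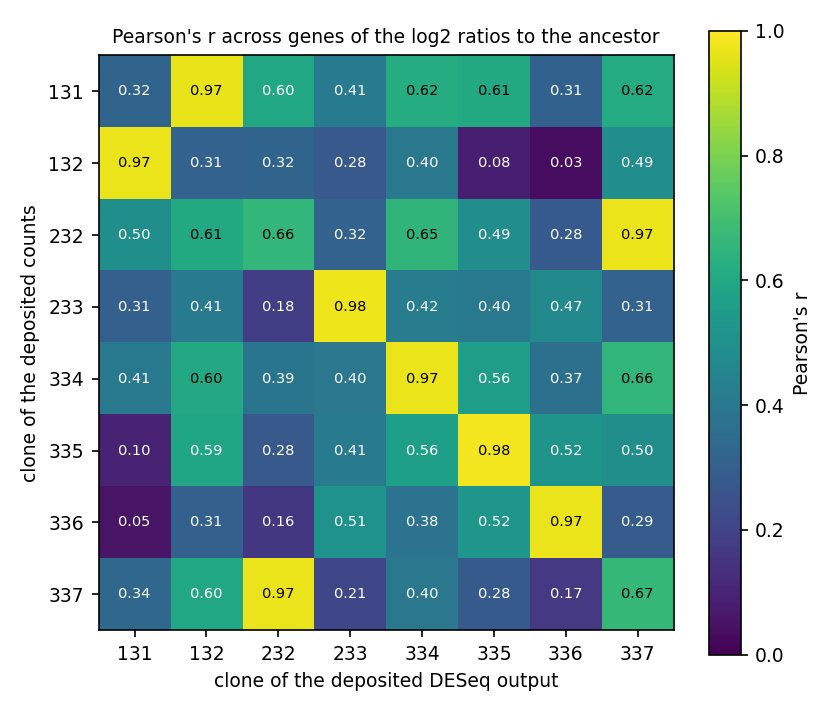
Pearson's r across 5314 genes between the log2 ratios to the ancestor from the deposited counts (vertical axis, by clone) and from the deposited DESeq output (horizontal axis, by clone). The highest value lies on the diagonal for clones 233, 334, 335 and 336, and at the other clone of the pair for 131 and 132 and for 232 and 337.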

Clones isolated from 1N-evolved, 2N-evolved, and 4N-evolved populations are denoted with strain identifiers in the 100 s, 200 s, and 300 s, respectively. We chose isolates for this pilot RNA-seq analysis based on their fitness relative to their ancestor (competitive fitness assays performed previously; Selmecki etal. 2015), and then for each ploidy level we selected one clone that did not carry the *HXT6/7* amplification (*HXT6/7*^amp^) (quantified previously; Selmecki etal. 2015). We selected one 4 N-evolved (337) clone that remained euploid and tetraploid; the other three 4N-evolved clones (334, 335, 336) became aneuploid and had ploidy ranging from near-triploid to greater than tetraploid (supplementary fig. S2, Supplementary Material online). 

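Clone 337 and the 4 euploid 1N- and 2N-evolved clones were compared with the ancestor chromosome by chromosome. The value of a chromosome was the median log2 ratio of its genes with at least 50 reads in every library, centred on the clone's chromosomes that the paper calls unchanged. Over the 120 values for chromosomes called unchanged in the 8 clones, the deposited counts ranged from -0.11 to 0.05, with an SD of 0.0243. In the DESeq output the range was -0.09 to 0.05, with an SD of 0.0251. The largest departure in the counts was on chromosome 1 of clone 337, at -0.11. In the DESeq output it was on chromosome 1 of clone 232, at -0.09. Clones 232 and 337 are among those for which the 2 sets of files do not follow one another.

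**Figure D2:**
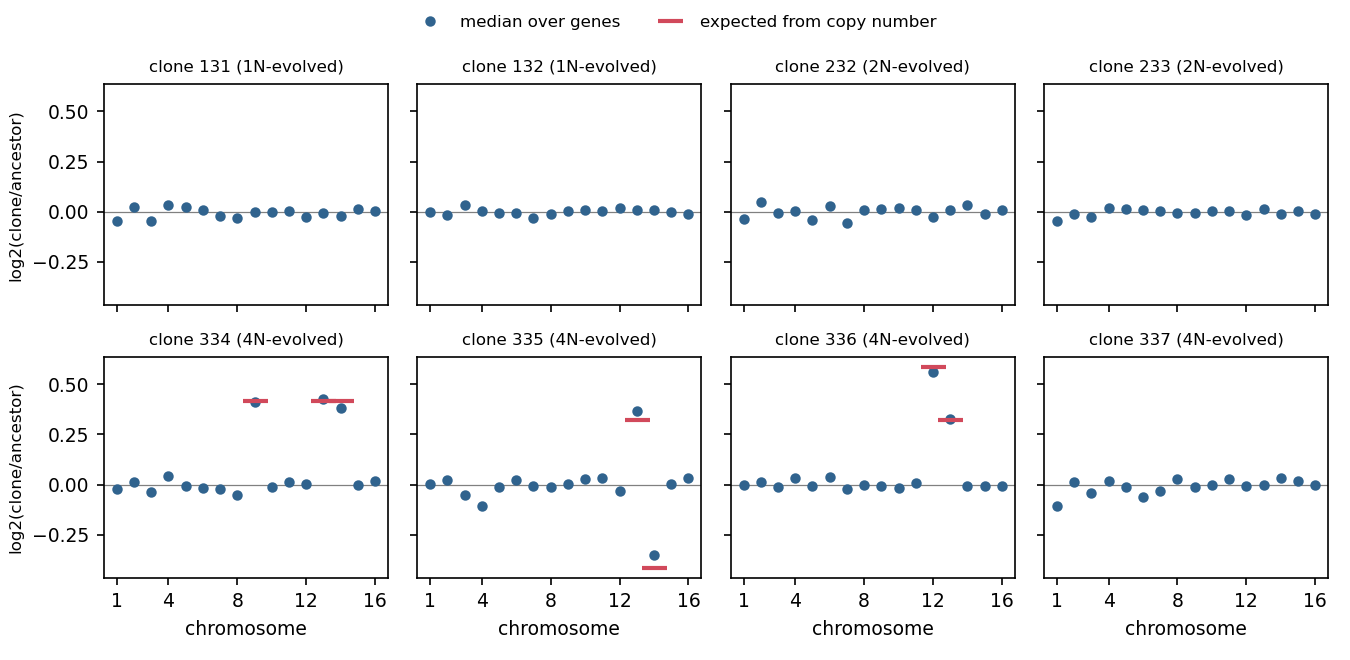
Median log2 ratio of clone to ancestor for each of the 16 chromosomes in the 8 evolved clones, from the deposited counts. Points are medians over genes and bars mark the value expected from the copy number the paper gives. Chromosomes 9, 13 and 14 of 334, 13 and 14 of 335, and 12 and 13 of 336 lie away from 0, near their bars, and chromosome 4 of 335, which carries a segmental deletion and has no bar, lies below 0.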

In yeast, DNA levels result in proportional RNA levels (Torres etal. 2007). Our data confirmed that whole chromosome aneuploidies and segmental aneuploidies gave rise to systematically altered expression levels (clones 334, 335, 336), however the magnitude of observed fold changes were small. This is consistent with the fact that gains or losses of a chromosome in a tetraploid background result in a small change in DNA, proportional to base ploidy level. 

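In clone 334 the median log2 ratio of genes on chromosome 9 was 0.41 in the deposited counts (197 genes), on chromosome 13 it was 0.42 (424 genes) and on chromosome 14 it was 0.38 (371 genes). The same chromosomes gave 0.42, 0.42 and 0.41 in the authors' DESeq output. In clone 335, genes on chromosome 13 had a median of 0.37 and genes on chromosome 14 a median of -0.35, against 0.36 and -0.38 in the DESeq output. Clone 336 showed medians of 0.56 on chromosome 12 (466 genes) and 0.33 on chromosome 13, against 0.57 and 0.33 in the DESeq output. Each strain has 1 library, so the spread used for comparison was that of the same chromosome in the 5 euploid evolved clones. For chromosome 9 these clones lay between -0.01 and 0.01, for chromosome 12 between -0.03 and 0.02, for chromosome 13 between -0.01 and 0.01, and for chromosome 14 between -0.02 and 0.03. Every aneuploid chromosome lay outside that range. The smallest shift was 13.9 times the SD of the euploid clones in size, on chromosome 14 of clone 335 (-0.35 against an SD of 0.0254).

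For the segmental deletion on chromosome 4 of clone 335, the boundary was placed where the medians of the genes to its left and right differed most. It fell at GCD6, which starts at position 884727 of chromosome 4 in the R64 release of the S288c genome. The 411 genes to its left had a median log2 ratio of 0.06 and the 295 genes to its right a median of -0.34, a difference of -0.40. In the DESeq output the difference was -0.43. At the same place the 7 other clones differed by between -0.02 and 0.05 in the counts and between -0.01 and 0.05 in the DESeq output. The R64 release is later than the one the authors aligned to, and only its gene order and positions were used.

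Without centring on the unchanged chromosomes, the shift of chromosome 14 in clone 334 became 0.30, the largest move of these values relative to its size.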

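The copy numbers the paper gives for these clones were turned into expected log2 ratios of copies to base ploidy. Clone 334 carries 4 copies of chromosomes 9, 13 and 14 in a near-triploid background of 3, for which the expected log2 ratio is 0.42. The observed medians from the deposited counts were 0.41, 0.42 and 0.38. In clone 335, with a base ploidy of 4, 5 copies of chromosome 13 give an expected value of 0.32 and 3 copies of chromosome 14 one of -0.42, and 0.37 and -0.35 were observed. For the 6 copies of chromosome 12 in clone 336 the expected value is 0.58 and the observed one 0.56. Its 5 copies of chromosome 13 give 0.32, and 0.33 was observed. As a percent of the expected log2 value, the 7 chromosomes ranged from 84.9% (chromosome 14 of 335) to 114% (chromosome 13 of 335). As linear fold changes, the medians from the authors' DESeq output were 1.34, 1.34 and 1.33 for clone 334. They were 1.29 and 0.768 for clone 335, and 1.48 and 1.26 for clone 336. The paper relates the small size of the fold changes to the small change in DNA content that the gain or loss of 1 chromosome makes in a tetraploid cell.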

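The authors' DESeq output tested between 6255 and 6290 genes per clone. At an adjusted p-value under 0.05, 50 genes were called in clone 131 (10 up and 40 down), 14 in 132 (9 up and 5 down), 16 in 232 (9 up and 7 down) and 11 in 233 (4 up and 7 down). Among the 4N-evolved clones, 32 genes were called in 334 (21 up and 11 down), 22 in 335 (10 up and 12 down), 29 in 336 (4 up and 25 down) and 33 in 337 (16 up and 17 down). The mean was 25.9 genes per clone (SD 12.8, n = 8 clones), or 0.412% of the genes tested, and the paper's reported value is 26. At an unadjusted p-value under 0.05 the number of genes ran from 61 (clone 233) to 286 (clone 131). The 207 calls came from 105 distinct genes. Of these, 62 were called in 1 clone only and 4, PHO84, PHO89, PHO5 and SPL2, in all 8. With 1 library per strain, the calls rest on the dispersion across all 9 libraries and have no replicate check.

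At an adjusted p-value under 0.01 the mean was 19.0 genes. In edgeR on the deposited counts, with the 9 libraries treated as 1 group and a dispersion for each gene, no gene of any clone passed a Benjamini-Hochberg adjusted p-value of 0.05 and a mean of 98.8 genes had an unadjusted p-value under 0.05. When the dispersions were instead read from the trend over all genes, a setting chosen after the data had been seen, the mean was 33.1 genes in the counts and 28.8 in the reads behind the DESeq output. The largest number, a mean of 64.8 genes, came from the same setting in the counts with each clone tested against the other 7.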

There were few major alterations in the gene expression in the evolved clones: on average only 26 genes were significantly differentially expressed in the evolved clones compared to the diploid ancestor in raffinose medium (fig. 1*A*).

**Fig. 1.**
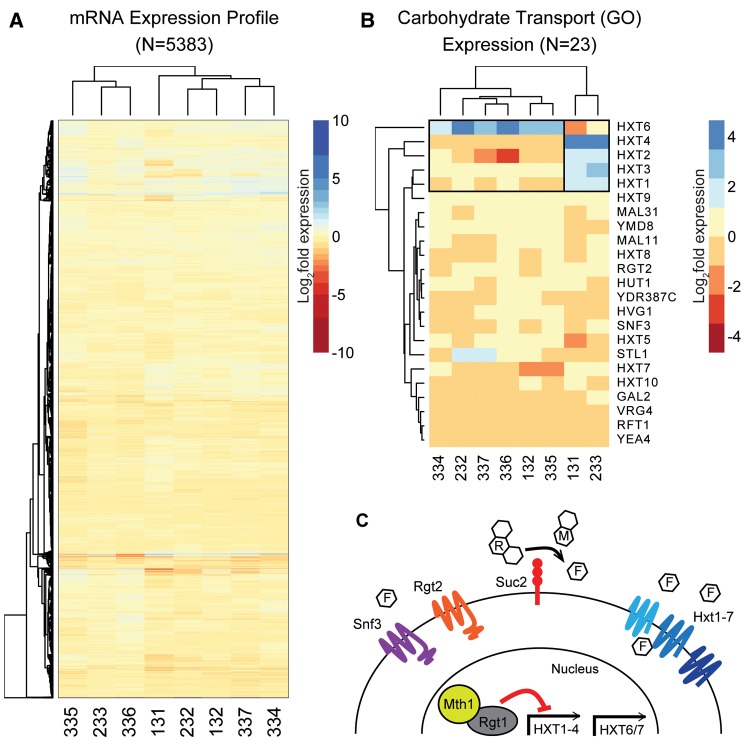
Carbohydrate transport drives the expression differences in the evolved clones. (*A*) Log_2_-transformed RNA-seq gene expression ratio between evolved clones (131, 132, 232, 233, 334, 335, 336, and 337) and the diploid ancestral strain. Hierarchical clustering was performed for both genes (*y*-axis, *n* = 5,383) and evolved clones (*x*-axis). (*B*) Log_2_-transformed RNA-seq gene expression of genes annotated with the GO-function of carbohydrate transport. The evolved clones cluster in two clades driven by overexpression of either the hexose transporters 1 through 4 (*HXT1-4*) or the *HXT6* transporter. (*C*) Graphical summary of glucose sensing and uptake in yeast (see supplementary text S2, Supplementary Material online for a brief review of glucose sensing pathway in yeast).

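Complete-linkage clustering with Euclidean distance was repeated on the log2 ratios of the 8 evolved clones to the ancestor. With the log2 fold changes of the authors' DESeq output, 5957 genes had a finite value in all 8 clones, and the first branching of the clones set clone 131 apart from the other 7. The other clones then divided into 132, 232, 334 and 337 on one side and 233, 335 and 336 on the other. With the 5583 genes that had at least 10 reads in every library of the deposited counts, the first branching was between clones 131, 132, 232, 334 and 337 and clones 233, 335 and 336.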

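In the authors' DESeq output, HXT1 had very few reads, with 14 reads in the ancestor and between 10 and 40 in the evolved clones. Its log2 fold change was 1.32 in clone 131 and 1.30 in clone 233 and lay between -0.78 and 0.40 in the other 6, and it was called in no clone. HXT2 was higher than in the ancestor in 131 (2.04), 233 (1.71) and 334 (0.58) and lower in the other 5 clones, between -2.92 and -0.65. HXT3 was highest in 233 (2.88) and 131 (1.37), and the other clones ranged from 0.21 to 0.84. HXT4 rose by 4.19 in 131 and 4.65 in 233 on the log2 scale and lay between -1.09 and -0.57 elsewhere. HXT6 was -1.42 in 131 and 0.66 in 233, rose from 6815 to 19314 normalized counts in 334, and was between 2.59 and 3.59 in the 5 clones with amplified HXT6/7. HXT7 was lower than in the ancestor in those 5 clones, between -1.48 and -0.58, and higher in 131 (0.48), 233 (0.54) and 334 (1.00).

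HXT6 and HXT7 differ at few positions. Of the 50-base stretches of each gene in the R64 release, 95.1% occur elsewhere in the genome, so the split of reads between the 2 genes depends on the alignment and their separate values are uncertain. The deposited counts held many more reads for them, with 294309 on both genes in the ancestor against 24980 behind the DESeq output. In the counts HXT7 was higher than in the ancestor in clones 232, 335, 336 and 337, between 1.36 and 1.90, which is opposite in direction to the DESeq output. HXT4 in clones 232, 335, 336 and 337 also changed direction, lying between 1.12 and 1.79 in the counts.

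**Figure D3:**
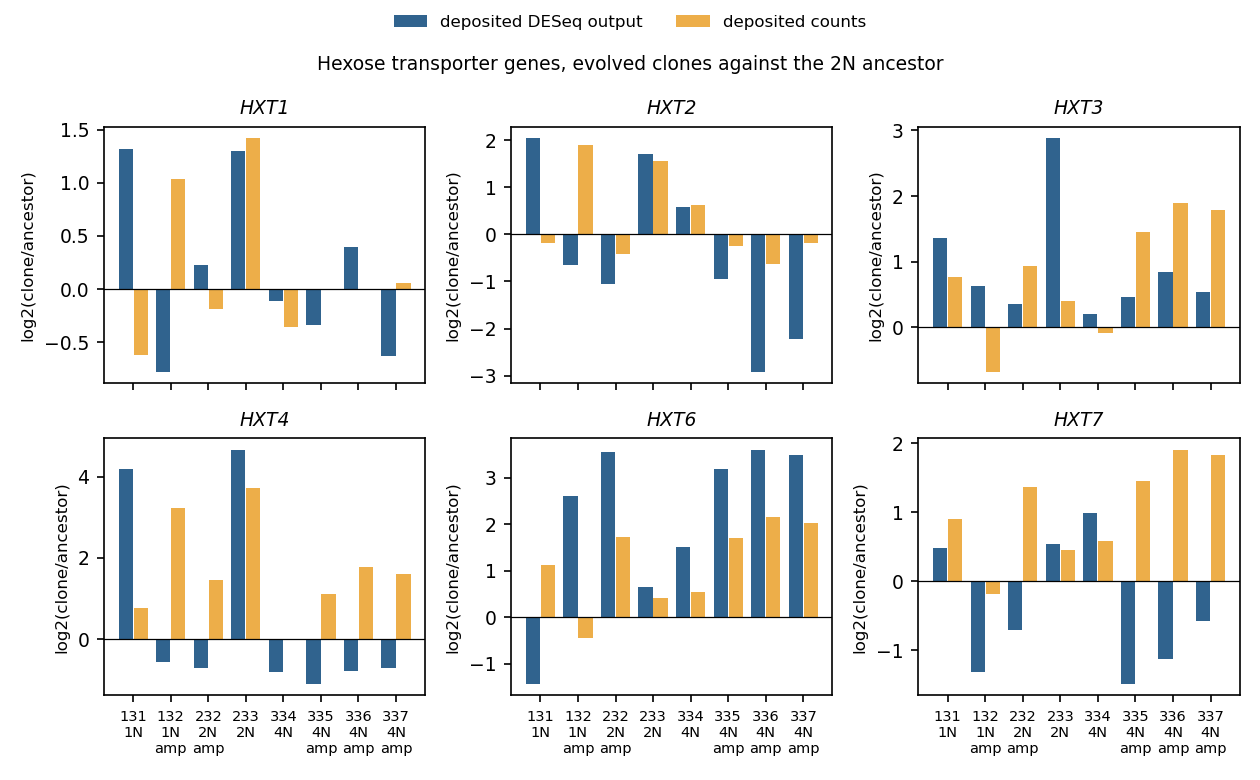
Log2 ratio of each evolved clone to the 2N ancestor for 6 hexose transporter genes, 1 library per strain, from the authors' DESeq output (blue) and from the deposited counts (yellow). Clones with amplified HXT6/7 are marked amp. In the DESeq output HXT4 is above 4 in clones 131 and 233 only and HXT6 above 2.5 in the amp clones only, while in the counts the clone with high HXT4 beside 233 is 132 and HXT7 rises in 4 of the amp clones.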

We performed gene ontology (GO) term enrichment on the genes that were differentially expressed between the diploid ancestor and each evolved clone to determine the pathways that contributed to the adaptation. 

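No GO annotation was used here. The 23 genes of Fig. 1B stood in for the term carbohydrate transport and the 9 genes of Supplementary Fig. S3A for phosphate ion transport. For each clone, a one-sided Fisher's exact test compared the share of list genes among the genes called up or down in the authors' DESeq output (adjusted p-value under 0.05) with their share among the 6211 genes tested in all 8 clones. The 8 p-values of each list were adjusted by the Benjamini-Hochberg method. The genes of a list were chosen by the paper's own figures and overlap in part with the genes it discusses, and each test compares genes within a pair of libraries, not replicate cultures.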

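The phosphate ion transport list had PHO84 and PHO89 among the genes called down in every clone, and no other of its 9 genes was called. The adjusted p-value of the enrichment (one-sided Fisher's exact test, n = 8 clones tested) was largest in clone 131, at 0.00142, and smallest in clones 132, 232 and 233, at 1.04e-04. For carbohydrate transport, genes called up were enriched in 6 of the 8 clones, and the paper's table of upregulated GO terms lists carbohydrate or hexose transport for 4. Clone 131 had HXT2 and HXT4 among its 10 genes called up (adjusted p = 0.00232, Fisher's exact test), and clone 233 had HXT3 and HXT4 among 4 (adjusted p = 6.27e-04, Fisher's exact test). In clones 132, 232 and 335 the overlap was HXT6 alone, with an adjusted p-value of 0.0486 in each, and in 336 it was HXT6 alone with 0.0393. HXT6 was also called up in 337, but the enrichment did not pass (adjusted p = 0.0659, Fisher's exact test). Clone 334 had 21 genes called up and none of the list among them. With only genes of at least 10 counts in every library as the background, 3 clones (131, 233 and 336) passed for carbohydrate transport and all 8 for phosphate ion transport. At a stricter adjusted p-value of 0.01 for the calls, 7 clones passed for carbohydrate transport. With edgeR's blind calls, which had no gene in any clone, neither list was enriched.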

Two terms were commonly enriched in the evolved clones: phosphate ion transport genes were commonly downregulated and carbohydrate transport genes were frequently upregulated in the evolved clones relative to the diploid ancestor. Phosphate ion transport was decreased in all of the evolved clones, primarily driven by the overexpression of *PHO84* and *PHO89* in the diploid ancestor (supplementary fig. S3*A*, Supplementary Material online). 

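PHO84 lies on chromosome 13 of the R64 release from 24037 to 25800 and encodes the main high-affinity phosphate transporter. PHO89, on chromosome 2 from 796798 to 798522, encodes a second transporter. In the authors' DESeq output PHO84 had a normalized count of 12291 in the ancestor and between 28.1 (clone 334) and 1352 (clone 132) in the evolved clones. The log2 fold changes were -5.63 in 131, -3.18 in 132, -3.60 in 232, -6.44 in 233, -8.77 in 334, -6.15 in 335, -8.08 in 336 and -6.96 in 337. The largest DESeq adjusted p-value among them was 4.90e-07, in clone 132. PHO89 had a normalized count of 5313 in the ancestor, and its log2 fold change ran from -5.93 (131) to -2.54 (132), with the largest DESeq adjusted p-value, 2.50e-04, again in clone 132. In the deposited counts both genes were lower in every clone too, from -8.05 (334) to -3.14 (131) for PHO84 and from -5.59 (132) to -2.50 (131) for PHO89.

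PHO84 had 12548 reads in the ancestor in the deposited counts and 27 in clone 334, so the size of the largest changes is limited by the few reads left in the clones. None of the 50-base stretches of either gene occurs elsewhere in the genome. All 8 comparisons share the same single ancestor library, so they are not independent measurements of its level. In edgeR's quasi-likelihood fit of the 8 clones against this library, PHO89 had a log2 fold change of -4.21. The fit sets the library against the spread between clones. With 1 library in the ancestor's group, it cannot decide whether the ancestor's level differed, and no conclusion is drawn from it. The paper attributes the decrease in all of the evolved clones to overexpression in the diploid ancestor.

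**Figure D4:**
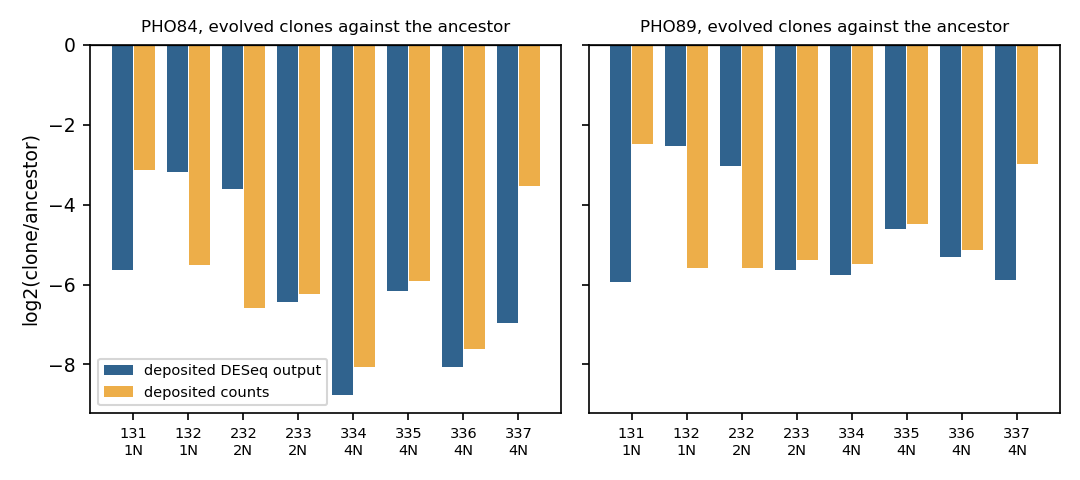
Log2 ratio of each evolved clone to the 2N ancestor for PHO84 and PHO89, 1 library per strain, from the authors' DESeq output (blue) and from the deposited counts (yellow). All bars lie below 0, and the smallest decreases are in clones 132 and 232 in the DESeq output and in 131 and 337 in the counts.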

We measured, by qRT-PCR, the expression of *PHO84* in the ancestral haploid and tetraploid strains. Only the diploid ancestor consistently had elevated *PHO84*, though with high variability (supplementary fig. S3*B*, Supplementary Material online). Regulation of the phosphate transport genes is controlled by a hysteretic switch, which may contribute to variability in activation of the phosphate transporters (Raser and Shea 2006).

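Among the genes called up by the authors' DESeq test, HXT6 was called in 5 clones (132, 232, 335, 336 and 337), HXT4 in clones 131 and 233, HXT2 in 131 and HXT3 in 233. HXT6 had a normalized count of 6815 in the ancestor and between 41155 (132) and 81946 (336) in the clones in which it was called, with log2 fold changes of 2.59 in 132 (DESeq adjusted p = 7.88e-05), 3.54 in 232 (4.33e-09), 3.17 in 335 (1.33e-07), 3.59 in 336 (7.73e-10) and 3.47 in 337 (5.95e-09). HXT4, on chromosome 8 of the R64 release from 287081 to 288811, had a normalized count of 1228 in the ancestor, 22367 in clone 131 (DESeq adjusted p = 9.32e-13) and 30856 in clone 233 (2.35e-15). The gene HXT2 rose from 14896 to 61460 normalized counts in 131 (DESeq adjusted p = 0.00294), and HXT3 from 131 to 966 in 233 (5.56e-05).

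The deposited counts of the same clone names gave HXT6 log2 ratios of -0.45 in 132, 1.73 in 232, 1.69 in 335, 2.15 in 336 and 2.03 in 337. They gave HXT4 log2 ratios of 0.76 in 131 and 3.73 in 233, and 3.24 in clone 132. Because HXT6 and HXT7 share most of their sequence, their reads were also summed. The sum rose in all 8 clones in the reads behind the DESeq output, by 0.19 in 131, 0.89 in 132, 1.79 in 232, 0.57 in 233, 1.14 in 334, 1.39 in 335, 1.78 in 336 and 1.76 in 337 on the log2 scale. With exact 95% intervals for the counting error alone (Clopper-Pearson), these ran from 0.17 to 0.22 in 131 and from 1.77 to 1.81 in 232. In the deposited counts the sum was 1.01 in 131, -0.30 in 132, 1.54 in 232, 0.44 in 233, 0.56 in 334, 1.57 in 335 and 1.92 in 337, and it was highest in 336.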

Consistent with adaptation to a carbon stress, the differentially expressed genes showed enrichment for carbohydrate transport, specifically the hexose transporters (fig. 1*B*–*C* and supplementary text S2, Supplementary Material online). We performed hierarchical clustering of the RNA expression of the subset of genes annotated as “carbohydrate transport” in the evolved clones relative to the diploid ancestor (fig. 1*B*). 

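With the log2 fold changes of the authors' DESeq output for the 23 genes of Fig. 1B, complete linkage and Euclidean distance placed clones 131 and 233 in one clade and the other 6 clones (132, 232, 334, 335, 336 and 337) in the other. Clone 334 was the first to branch off within the larger clade. The reads behind the DESeq output gave the same 2 clades. Clone 131 in the deposited counts fell into a clade of 6 with 232, 334, 335, 336 and 337, and the other clade held 132 and 233. That division was the same with average linkage, with 1 minus Pearson's correlation as the distance, with HXT6 and HXT7 summed and with 10 CPM added in place of 0.5.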

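In the authors' DESeq output, 4 of the 23 carbohydrate transport genes of Fig. 1B had an adjusted p-value under 0.05 in at least 1 clone, and 19 had none in any clone. The 4 genes were HXT2, HXT3, HXT4 and HXT6. HXT2 was called up in clone 131 and down in clones 336 (log2 fold change -2.92, DESeq adjusted p = 1.44e-06) and 337 (-2.22, 0.00111). HXT1 and HXT7 were called in no clone. For HXT7 the smallest DESeq adjusted p-value was 0.202, in clone 335, and for HXT1 it was 1 in every clone. The largest log2 fold changes of HXT1, 1.32 in clone 131 and 1.30 in clone 233, rest on 35 and 40 reads against 14 in the ancestor, and their exact 95% intervals for the counting error ran from 0.41 to 2.35 and from 0.39 to 2.29. Clone 334 was called for no gene of the list. Its HXT6 normalized count of 19314, against 6815 in the ancestor, had a DESeq adjusted p-value of 0.151.

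SUC2, which encodes invertase and was measured beside the transporters, was not called in any clone. Its log2 fold change was 0.93 in 233 and 0.37 in 131, and between -1.09 and -0.20 in the other 6 clones.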

Of the genes annotated as carbohydrate transport genes by GO, only the hexose transporters were differentially expressed*.* We validated the RNA-seq expression of the hexose transporters in evolved clones by qRT-PCR: the evolved clones 131 and 233 had robust expression of *HXT2, HXT3*, and *HXT4* and the evolved clones 132, 334, 335, 336, and 337 over-expressed *HXT6/7*, consistent with the RNA-seq data (supplementary fig. S4, Supplementary Material online). qRT-PCR did not replicate the overexpression of *HXT1*, consistent with the role of Hxt1 in glucose transport only during high levels of extracellular glucose (Ozcan and Johnston 1999).

To test if ploidy level itself had an effect on the expression of the hexose transporters in different carbon sources, we measured the expression of *HXT1*, *HXT2*, *HXT3*, *HXT4*, *HXT6/7*, and *SUC2* in the ancestral haploid, diploid, and tetraploid strains across four carbon environments (SC + 0.1% glucose, SC + 2% glucose, SC + 2% galactose, and SC + 2% raffinose) (supplementary fig. S5, Supplementary Material online). Ploidy level itself did not impact the expression level of the hexose transporters. However, the carbon source did influence the expression level of the different transporters. Notably, the ancestral strains over-expressed *HXT6/7*, *HXT2*, and *SUC2* when grown in 2% raffinose medium (supplementary fig. S5*D*, Supplementary Material online). Additionally, galactose, a nonfermentable carbon, did not induce expression of any of the glucose transporters in the ancestral strains (supplementary fig. S5*B*, Supplementary Material online), as expected (Ozcan and Johnston 1999). These results indicated that the initial ploidy level does not influence the hexose transporter expression levels, and suggested that comparing all evolved clones to the diploid ancestor was adequate for subsequent analysis.

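Grouping the clones by their DNA genotype in Supplementary Table S1 puts 132, 232, 335, 336 and 337 together as HXT6/7amp clones, 131 (MTH1) and 233 (SNF3) together as clones with signalling mutations, and leaves 334 with neither. Clone 132 also carries a mutation in IPT1. In the authors' DESeq output the lowest HXT4 log2 fold change of the signalling clones was 4.19 and the highest of the HXT6/7amp clones was -0.57. For HXT2 these values were 1.71 and -0.65, and for HXT3 they were 1.37 and 0.84. For HXT6 the lowest value of the HXT6/7amp clones was 2.59 and the highest of the signalling clones was 0.66. Clone 334, without the amplification, had 1.00 for HXT7 and 1.14 for the sum of the reads of HXT6 and HXT7, between the values of clones 132 (0.89) and 335 (1.39), which carry it. The groups overlapped for all 4 genes in the deposited counts. This overlap came from clones 131 and 132, whose labels are crossed between the 2 sets. Clone 233 lay outside the range of 232, 335, 336 and 337 for all 4 genes. It was above them for HXT4 (3.73) and HXT2 (1.56) and below them for HXT3 (0.40) and HXT6 (0.42). For HXT3 this is opposite in direction to the DESeq output. Clone 131 had 0.76 for HXT4 there, below 232, 335, 336 and 337 (from 1.12 to 1.79), and clone 132 had 3.24 for HXT4, 1.89 for HXT2, -0.67 for HXT3 and -0.45 for HXT6.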

DNA sequence data indicated the evolved clones overexpressing *HXT2*, *HXT3*, and *HXT4* had mutations in glucose sensing and signal transduction (*SNF3* and *MTH1*) while the cluster up-regulating *HXT6/7* all had amplifications of the *HXT6/7* region, with the exception of 4 N-evolved clone 334 (supplementary table S1, Supplementary Material online). These data suggest that there are two distinct pathways to up-regulate glucose transport in yeast. Moreover, the expression pattern of just a small number of genes, the glucose-inducible genes, is indicative of the pathway of adaptation in the evolved clones.

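The groups were tested with edgeR's quasi-likelihood test, which compared the 5 HXT6/7amp clones with the 2 clones with signalling mutations. Each clone was 1 sample, so the error is the spread between the clones of a group, which includes differences between their mutations, and not that between replicate cultures. No gene passed a Benjamini-Hochberg adjusted p-value of 0.05 in the deposited counts, and 50 of 5583 genes had an unadjusted p-value under 0.05. In the reads behind the DESeq output, a source added after the data had been seen, 3 of 5680 genes passed and 427 had an unadjusted p-value under 0.05. HXT4 was lower in the HXT6/7amp clones by a log2 fold change of -5.20 (standard error 0.17, adjusted p = 8.9e-07 from edgeR's quasi-likelihood test), between 15.9 and 22.9 CPM in all 5 against 618 in 131 and 851 in 233. ARI1 changed by -1.69 (standard error 0.19, adjusted p = 0.0142 from the same test) and MIG2 by -4.37 (standard error 0.49, adjusted p = 0.0142 from the same test). HXT2 (-3.22) and HXT7 (-1.51) did not pass, each with an edgeR adjusted p-value of 0.103. When each HXT6/7amp clone was left out in turn, between 1 and 4 genes passed in these reads and none in the deposited counts, where between 29 and 112 genes had an unadjusted p-value under 0.05.

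The paper reasons from the overexpression of HXT2, HXT3 and HXT4 in clones with mutations in glucose sensing, and of HXT6/7 in clones with the amplification, and proposes that glucose transport can be up-regulated along 2 distinct pathways.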

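Over the whole transcriptome, the distance between clones was 1 minus Pearson's r of their log2 ratios to the mean of the 8 clones. In the deposited counts the mean distance between clones of different adaptive genotype (HXT6/7amp, signalling mutation or unknown) minus that between clones of the same genotype was -0.0704 over 5583 genes (one-sided exact permutation test over all 168 groupings, p = 0.827). In the reads behind the DESeq output it was 0.0865 (p = 0.107 from the same exact test). For starting ploidy the difference was -0.126 in the counts (one-sided exact permutation test over all 420 groupings, p = 0.914) and 0.0124 in the reads behind the DESeq output (p = 0.419 from the same exact test). Over all genes, neither genotype nor ploidy separated the clones beyond the spread among other groupings in either set of files. The groups in the counts rest on sample labels that are crossed against the DESeq output. The crossing of 131 with 132 bears on the genotype groups and that of 232 with 337 on the ploidy groups. The result in the counts is therefore no independent second test. Over the 23 genes of Fig. 1B, the DESeq output placed both clones with signalling mutations in a clade of their own. The deposited counts placed them apart, 131 with 232, 334, 335, 336 and 337, and 233 with 132.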

### Evolved Clones Form Gene Expression Clusters Predictive of Adaptive Mutation

To determine whether a small panel of genes can identify the adaptive pathway in a larger number of evolved clones, we measured the gene expression pattern of the hexose transporters *HXT2, HXT3, HXT4, HXT6/7*, and the invertase *SUC2.* This set of genes was, by RNA-seq, diagnostic for the adaptive pathway in a set of evolved clones. Using qRT-PCR, we profiled the gene expression panel in 27 haploid evolved, 32 diploid evolved, and 37 tetraploid evolved clones that had high relative fitness in raffinose. This included clones previously genotyped using WGS and a subset of clones with no previous genotyping (supplementary table S1, Supplementary Material online). Hierarchical cluster analysis was performed on log_2_-transformed normalized gene expression values relative to the diploid ancestor grown in the same condition. The resultant gene panel dendrogram was plotted with a heatmap of the gene expression data in figure 2. While the RNA-seq data suggested two distinct patterns of *HXT* gene expression, the larger set of evolved clones clustered into five primary clades, labeled *a–e*. The optimal number of clades was selected by qualitative inspection of within-group variance estimation versus model complexity (supplementary fig. S6, Supplementary Material online).

**Fig. 2.**
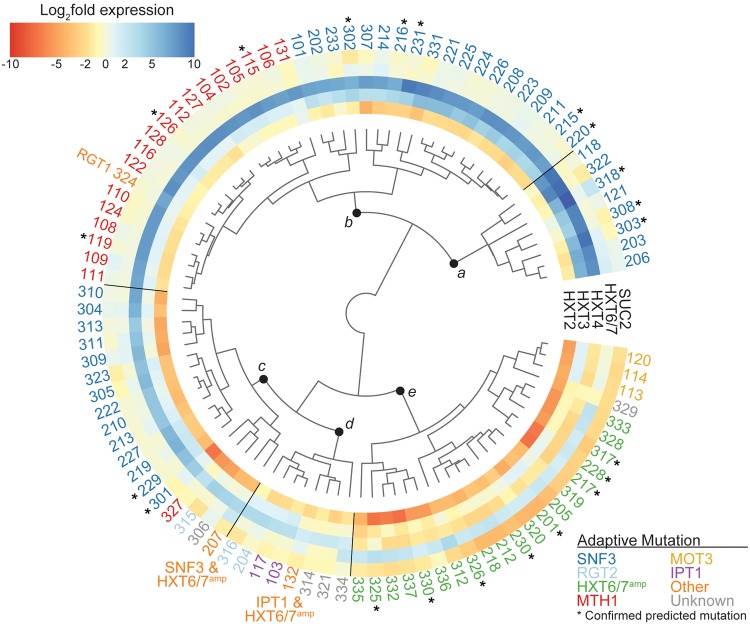
Expression pattern of glucose-inducible genes clusters the evolved clones by adaptive mutation. Heatmap and dendrogram of log_2_-transformed qRT-PCR gene expression ratio between haploid evolved clones (*n* = 27), diploid evolved clones (*n* = 32), and tetraploid evolved clones (*n* = 33) and the diploid ancestral strain. Evolved clones are clustered by the expression of a subset of genes involved in carbohydrate transport (*HXT2, HXT3, HXT4*, and *HXT6/7*) and metabolism (*SUC2*). The strain identifier color indicates the adaptive mutation determined for each evolved clone with whole genome or targeted Sanger sequencing: *SNF3* (blue), *RGT2* (light blue), *MTH1* (red), *HXT6/7^amp^* (green), *MOT3* (yellow), *IPT1* (purple), other (orange), and undetermined (grey). Asterisks (*) indicate the evolved clones for which targeted Sanger sequencing confirmed the mutation predicted by cluster analysis. Initial ploidy for each evolved clone is indicated by strain number: 1XX =1N, 2XX = 2N, and 3XX = 4N.

To understand how the clusters of gene expression relate to the underlying mutations in the evolved clones, we determined the most likely primary adaptive mutation for each evolved clone for which we had WGS data. Adaptive mutations in genes not previously known to be involved in carbohydrate sensing and transport were determined based on multiple clones harboring unique mutations within the same gene. It should be noted that all mutations (SNPs and indels) that occurred in these genes in the 1N-evolved clones were homozygous, while all that occurred in the 2N-evolved and 4N-evolved clones were heterozygous, with allele frequencies in the 4N-evolved clones ranging from 25% to 50% (Selmecki etal. 2015). In five evolved clones, we were not able to determine a primary adaptive mutation from the WGS. The identity of adaptive mutations is indicated in figure 2 by the color of the clone identifier: *SNF3* (blue), *RGT2* (light blue), *HXT6/7^amp^* (green), *MTH1* (red), *MOT3* (yellow), *IPT1* (purple), other (orange) and unknown (grey). The clades identified by hierarchical cluster analysis were comprised primarily of evolved clones harboring adaptive mutations within the same gene, despite differences in additional background mutations and underlying karyotype.

To test whether our gene expression profiles were predictive of the underlying adaptive mutation, we examined the glucose-inducible gene expression profile in an additional 3 evolved haploid, 9 evolved diploid, and 9 evolved tetraploid clones for which WGS was not available. The adaptive mutation was predicted in each evolved clone based on how the clones clustered in the gene panel dendrogram (fig. 2, indicated by asterisks). Targeted Sanger sequencing of the candidate gene verified the predicted gene mutations and *HXT6/7* copy number was assessed for clones by either quantitative PCR or aCGH of the genomic DNA. In all 21 cases, the predicted mutation was confirmed (supplementary table S1, Supplementary Material online). Thus, this approach indicates that the adaptive mutation in evolved clones may be identified based on a particular phenotype, in this case gene expression.

### Activating Mutations in the Glucose Sensors: Snf3 and Rgt2

Two closely related glucose sensors, Snf3 and Rgt2, signal through downstream proteins to activate expression of the *HXT* genes in conditions of low and high extracellular glucose levels, respectively (fig. 1C) (Ozcan etal. 1996; Sabina and Johnston 2009). *SNF3* was the most commonly mutated gene across all three ploidy levels (found in 31 clones), while *RGT2* mutations were more rare, found only in 2N-evolved or 4N-evolved clones (3 clones total). Clones with mutations in these sensors clustered into multiple clades within the gene panel dendrogram (fig. 2). The clones with mutations in the gene encoding the glucose sensor Snf3 grouped within clades *a, b*, and *c* and varied in their levels of expression of *HXT2, HXT3*, and *HXT4*. The few clones with mutations in *RGT2* were primarily found in *clade d* and had only minimal over-expression of *HXT3* and *HXT4* when compared to the diploid ancestor*.* Moreover, evolved clones with *SNF3* mutations exhibited glucose independent activation of the hexose transporters (supplementary fig. S7, Supplementary Material online). These expression patterns were consistent with constitutive activation of glucose signal transduction through Snf3 or Rgt2.

The different clusters formed by *SNF3* mutants in the gene panel dendrogram were indicative of varying levels of downstream activation: high (clade *a*), moderate (clade *b*), and low (clade *c*). We diagramed the locations of the nonsynonymous mutations in Snf3 and colored the altered amino acids by the level of downstream activation (fig. 3: green, yellow, red; supplementary table S2, Supplementary Material online). In general, mutations with high activation were located near the cytoplasmic region of transmembrane domains 10 and 11 while mutations with low activation were located in the extracellular and cytoplasmic loops. The cluster analysis of many evolved clones suggests that unique gene expression patterns can result from different mutations in the same gene.

**Fig. 3.**
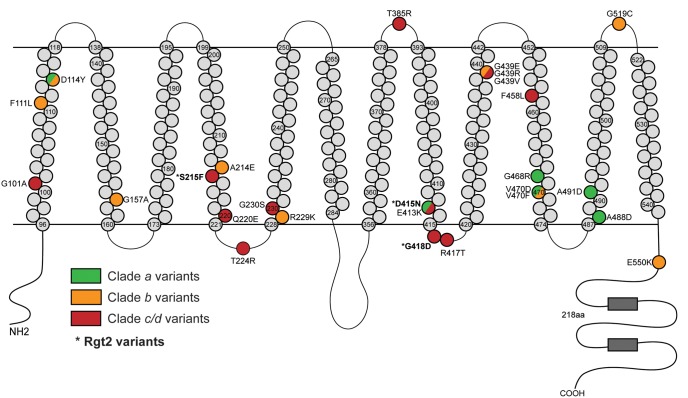
Mutations in genes encoding the glucose sensors, Snf3 and Rgt2, result in differing levels of glucose signal transduction. Diagram of Snf3 amino-acid substitutions that resulted from single nucleotide variations recovered in the evolved clones. Due to the high similarity between Snf3 and Rgt2 (Ozcan etal. 1996), Rgt2 variants, indicated with an asterisk (*), are also denoted in the diagram. The locations of transmembrane, cytosolic, and extracellular domains were predicted with TMHMM 2.0c (Krogh etal. 2001). Evolved clones with mutations in *SNF3* and *RGT2* clustered into multiple clades with varying levels in activation of the glucose-inducible genes: clade *a* (green, high activation), clade *b* (orange, moderate activation), and clade *c* or *d* (red, low activation).

### *HXT6/7* Amplification Is More Common at Higher Ploidy Levels and Correlates with Increased Genome Stability in Tetraploids

Amplification of *HXT6/7* is a prominent mechanism of adaptation to growth in glucose limiting conditions (Brown etal. 1998; Dunham etal. 2002; Gresham etal. 2008; Kao and Sherlock 2008; Wenger etal. 2011) and we find that *HXT6/7^amp^* is more common with increasing ploidy (Selmecki etal. 2015). The majority of clones harboring *HXT6/7^amp^* clustered together in clade *e*, overexpressing *HXT6/7* while down regulating the other hexose transporters and *SUC2* compared to the diploid ancestor (fig. 2). We compared the ploidy level of the 4 N-evolved clones with *HXT6/7^amp^* to 4 N-evolved clones with other adaptive mutations and found that the *HXT6/7^amp^* clones had significantly higher ploidy levels than clones with *SNF3* mutations or other adaptive mutations (F(2,25) = 12.67, *P* = 1.6 × 10^−4^, ANOVA with post-hoc Tukey test) (supplementary fig. S8*A*, Supplementary Material online). Additionally, we found that the 2N-evolved clones with *HXT6/7^amp^* acquired fewer mutations per clone compared to 2N-evolved clones with adaptive mutations in other genes (*P* = 1.55 × 10^−3^, Welch two sample *t*-test, df = 13.47) (supplementary fig. S8*B*, Supplementary Material online). We did not observe a significant difference in the total number of mutations per clone in the 4N-evolved clones with *HXT6/7^amp^*compared to clones with mutations in other genes (supplementary fig. S8*B*, Supplementary Material online). Since the 4N-evolved clones with *HXT6/7^amp^*had a greater genome size, we corrected the number of mutations per clone by the base ploidy level. While there were fewer mutations per base ploidy level in the 4N-evolved clones with *HXT6/7^amp^*, the difference was not statistically significant (data not shown). Overall, these data suggest that adaptation through *HXT6/7^amp^* may decrease ploidy drive and increase genome stability in the 2N- and 4N-evolved clones.

### Novel Dominant Mutations in the Signal Transducers, Mth1 and Rgt1

Several of the evolved clones had mutations in the signal transducer *MTH1*. With one exception, these clones all clustered together as a sub-clade within clade *b*, with moderate/high expression of *HXT3* and *HXT4*, consistent with Mth1 loss-of-function (fig. 2). The major outlier was the 4N-evolved clone 327 (ploidy is near-triploid; Selmecki etal. 2015), which harbored a heterozygous nonsynonymous mutation in *MTH1* and clustered in clade *c* (fig. 4*A* asterisk, C321F, supplementary table S3, Supplementary Material online). This clone had a different expression profile than the other Mth1 loss-of-function mutant clones, suggesting that this genotype did not fully abolish all Mth1 function. While dominant nondegradable *MTH1* mutants that result in constitutive repression of the hexose transporters were previously described (Schulte etal. 2000), this mutation is a dominant activating mutation in *MTH1*, causing constitutive over-expression of the hexose transporters (supplementary fig. S9*A*, Supplementary Material online).

**Fig. 4.**
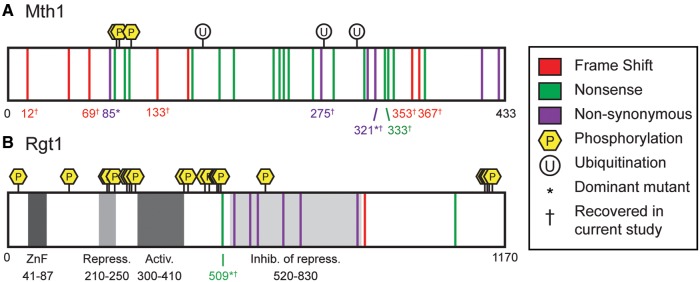
Mutations in *MTH1* and *RGT1* recovered from experimental evolution studies. Diagram of mutations identified in this study and previous publications in (*A*) *MTH1* and (*B*) *RGT1*. The type of mutation is indicated by color: frameshift (red), nonsense (green), and nonsynonymous (purple). Known domains in Rgt1 are indicated in grey (Polish etal. 2005). Known ubiquitiation (white, circle) and phosphorylation (yellow, hexagon) sites are also indicated (Cherry etal. 2012). Numbers indicate amino acid residues. For detailed information about the strains or populations with the indicated mutations see the supplementary tables S3 and S4, Supplementary Material online.

We obtained a single evolved clone with a mutation in the gene encoding the negative regulator of glucose-inducible gene expression, Rgt1*.* This clone, 4N-evolved clone 324 (ploidy near-diploid, Selmecki etal. 2015), clustered with the *MTH1* mutants in clade *b* (fig. 2), consistent with loss of Rgt1 mediated repression of the glucose-inducible genes. Yet this mutation occurred in only 1 of 2 alleles, with a remaining wild type copy (*rgt1^S509stop^/RGT1*). The loss of a single *RGT1* allele does not result in haploinsufficiency (Marshall-Carlson etal. 1991; Dietzel etal. 2012), yet the heterozygous mutation that we recovered in *RGT1* leads to the dominant activation of the hexose transporters *HXT3* and *HXT4* in raffinose. The mutation resulted in a heterozygous truncation of the Rgt1 domain described as an inhibitor of repression (Polish etal. 2005) (fig. 4*B* asterisk, S509Stop, supplementary table S4, Supplementary Material online). This domain is thought to function as a self-inhibiter of the DNA binding domain of Rgt1. Thus, we expected that loss of this region would result in constitutive binding of Rgt1 and, as a result, constitutive repression. However, we saw the opposite effect: the expression profile of *rgt1*^S509stop^/*RGT1* phenocopied loss of *MTH1*.

Previous experimental evolution studies on haploid yeast populations in glucose-limiting conditions recovered mutations in *RGT1* that were presumed to be loss-of-function (Koschwanez etal. 2013; Kvitek and Sherlock 2013). The reported mutations within *RGT1* were located in the same inhibitor of repression domain described above (fig. 4*B*). However, since we did not recover haploid loss-of-function mutations in *RGT1*, we hypothesized that loss of *RGT1* would be detrimental to growth in raffinose. To test this, we deleted *RGT1* in the haploid ancestral strain. Multiple *rgt1*Δ strains displayed a growth defect on raffinose compared to the 4N-evolved clone 324 (supplementary fig. S9*C*, Supplementary Material online). Furthermore, we did not observe a difference in growth for *rgt1*Δ strains compared to the haploid ancestor in raffinose or glucose (supplementary fig. S9*B* and *C*, Supplementary Material online). These results suggest that the *rgt1^S509stop^*/*RGT1* mutation in 4N-evolved clone 324, as well as mutations in *RGT1* described in other studies, do not fully abolish Rgt1 function. Instead, these mutations may affect association with co-regulators, such as Mth1 or Ssn6/Tup1.

### Novel Mutations in *IPT1* and *MOT3* Improve Fitness in Raffinose Medium

The 1N-evolved clones 103, 117, and 132 each gained unique nonsynonymous or nonsense mutations in *IPT1*. Ipt1, an inositolphosphotransferase, is the final step in the biosynthesis of complex sphingolipids, the loss of which has been shown to improve antifungal drug resistance (Dickson etal. 1997; Hallstrom etal. 2001). It is improbable that the multiple mutations would occur in *IPT1* by chance (*P* = 6.2 × 10^−6^, exact binomial test), suggesting that mutations in *IPT1* are adaptive and under positive selection. The *IPT1* mutant clones slightly up-regulated *HXT3* and *HXT4* and clustered together in clade *d* (fig. 2). In a recent study that examined the fitness of gene deletions in several environments, loss of *IPT1* was predicted to have fitness benefits in low-glucose and low-sulfate conditions (Payen etal. 2016). Our results indicated that beneficial mutations in *IPT1* can arise during experimental evolution, and the unique nonsynonymous variants may provide mechanistic insight into its function.

Similarly, three 1N-evolved clones harbored mutations in *MOT3*, a transcription factor that has been shown to regulate a wide range of genes, including ergosterol biosynthetic genes and glucose transporters (Grishin etal. 1998; Hongay etal. 2002). As with *IPT1*, multiple hits in *MOT3* were unlikely to occur by chance (*P* = 5.0 × 10^−6^, exact bionomial test). Previously, overexpression of *MOT3* was shown to increase the transcription of *HXT2, HXT3, HXT4*, and *SUC2* (Grishin etal. 1998). The 1N-evolved clones 113, 114, and 120 had distinct frameshift (P268fs) and nonsense (R357Stop, K394Stop) mutations in *MOT3* (supplementary table S1, Supplementary Material online). These clones clustered together in clade *e*, adjacent to clones with *HXT6/7^amp^* and were characterized by up-regulation of *HXT3* and *HXT6/7* and down regulation of *HXT2, HXT4*, and *SUC2* (fig. 2).

In carbon limited environments, Mot3 forms a prion protein that represses Mot3 activity and the prion [*MOT3^+^*] functions to prime yeast cells for growth in low-carbon environments by switching from fermentative to oxidative metabolism and producing a *FLO11-*induced multicellular phenotype in some lineages (Halfmann etal. 2012; Holmes etal. 2013). The evolved clones with mutations in *MOT3* did not show evidence of prion formation by growth on glycerol glucosamine medium or multicellularity phenotypes (data not shown). Thus, it was unlikely that the *MOT3* mutants were adapting through prion formation. Despite the unknown role of Ipt1 and Mot3 in adaptation to growth in raffinose, these clones exhibited high levels of competitive fitness compared to the diploid ancestor (supplementary fig. S10*A*, Supplementary Material online).

### Adaptive Mutation Is a Better Separator of Evolved Clones Than Ploidy

To examine the effect of underlying ploidy level on the gene expression profiles in the evolved clones, we performed linear discriminant analysis (LDA) on the glucose-inducible gene expression panel. LDA is a form of dimensionality reduction that is similar to principal component analysis (PCA), which models the data to emphasize the components that explain the most variation in the data set. However, unlike PCA, LDA attempts to model the difference between the data classes as well. We classified the clones by either primary adaptive mutation or initial ploidy (fig. 5). We found that LDA performed considerably better when the data were classified by adaptive mutation rather than initial ploidy. When the clones were classified by adaptive mutation the clones formed discrete groups (fig. 5*A*). When the evolved clones were classified instead by initial ploidy, the resulting groups were not well defined (fig. 5*B*). We did observe sub-clusters in the LDA within each ploidy level: for example, 1N-evolved clones with *MTH1* mutations clustered together, however the expression patterns in these clones were not predictive of the underling ploidy given the overlap of the 95% confidence intervals (fig. 5*B*, ellipses). These results confirm that the primary adaptive mutation is the main driver for the expression pattern of glucose-inducible genes in the evolved clones, while the initial ploidy influences the relative frequency of the different adaptive mutations acquired.

**Fig. 5.**
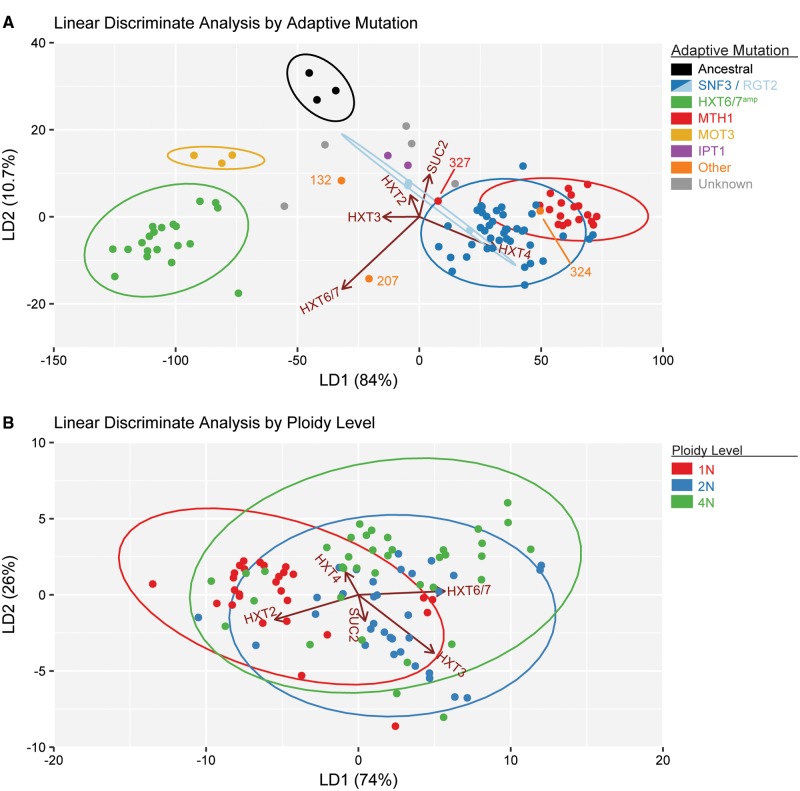
Linear discriminant analysis separates evolved clones into distinct populations by adaptive mutation. Linear discriminant analysis (LDA) of the log_2_-transformed gene expression ratio of the evolved clones relative to the diploid ancestral strain. Gene expression of *HXT2, HXT3, HXT4, HXT6/7*, and *SUC2* was measured by qRT-PCR and normalized to *ACT1* expression. (*A*) LDA of the evolved clones classified by adaptive mutation. The marker color indicates the major classes of adaptive mutations: parental (black), *SNF3* (blue), *RGT2* (light blue), *MTH1* (red), *HXT6/7^amp^* (green), *MOT3* (yellow), *IPT1* (purple), other (orange), and undetermined (grey). The ellipses denote the confidence interval of 95% for each major class of primary adaptive mutation. (*B*) LDA of the evolved clones classified by initial ploidy. The marker color indicates the initial ploidy: 1N (red), 2N (blue), and 4N (green). The ellipses denote the confidence interval of 95% for each ploidy level.

## Discussion

We integrated whole genome sequencing with gene expression data in order to understand the molecular mechanisms of adaptation across three different ploidy levels. We previously reported that 4N cells adapt more rapidly to raffinose medium than genetically identical 1N or 2N cells (Selmecki etal. 2015). While all evolved clones had significantly higher fitness than their progenitor in raffinose medium, it was unclear what mutation(s) were driving this adaptation. Whole genome sequence analysis identified significantly more SNPs, indels, CNVs, and ploidy changes in the 4N-evolved clones than in the 1N- or 2N-evolved clones (Selmecki etal. 2015), which made identification and validation of adaptive mutations in the 4N-evolved clones more challenging. In our RNA-seq analysis, we found that only a small number of genes showed robust differential expression in the evolved clones of all three ploidy levels, relative to the diploid ancestor. 

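The mean number of genes called by the authors' DESeq test was 32.0 over the 1N-evolved clones (50 and 14), 13.5 over the 2N-evolved clones (16 and 11) and the 4N-evolved clones had from 22 to 33. The range within the 1N-evolved clones was wider than the differences between ploidy levels. When the 4N-evolved clones (n = 4) were tested against the 1N- and 2N-evolved clones (n = 4) in edgeR's quasi-likelihood test, no gene passed a Benjamini-Hochberg adjusted p-value of 0.05. This held in the deposited counts, where 196 of 5583 genes had an unadjusted p-value under 0.05, and in the reads behind the DESeq output, where 434 of 5675 had. Tested against the 3 clones without it (131, 233 and 334), the 5 HXT6/7amp clones also had no gene past that threshold in either set, with 73 and 397 genes at an unadjusted p-value under 0.05. This depended on the setting, with 2 genes from DESeq2 on the counts. With each clone left out in turn, from 0 to 1 genes passed in the counts and from 0 to 3 in the reads. With 131 and 132 exchanged in the counts, 3 genes passed. Simulated counts for the same libraries with 200 genes changed by 2 on the log2 scale gave 203 calls for the ploidy comparison at a dispersion of 0.02. That dispersion was not compared with the spread between these clones, so the simulation does not give the size of change that could have been found in them.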

The expression signature of just five key glucose-inducible genes enabled us to determine the specific mutation responsible for adaptation to growth in raffinose medium in ∼100 evolved clones. Importantly, we accurately predicted the adaptive or driving mutation in clones with no available WGS data using only their gene expression phenotype. This phenotype-to-genotype approach could have broad implications for the identification of novel mutations that cause disease and cancer, including mutations in highly polyploid and aneuploid cancer genomes (Zack etal. 2013).

### Beneficial Mutations Identified by Transcriptional Phenotype

In our study, the primary mode of adaptation to raffinose medium at all ploidy levels was to increase glucose uptake by over-expression of the hexose transporters via adaptive mutations in the carbohydrate sensing and transport genes, similar to adaptation to low-glucose environments (Brown etal. 1998; Gresham etal. 2008; Kao and Sherlock 2008; Koschwanez etal. 2013; Kvitek and Sherlock 2013). We found two main mechanisms of adaptation: up-regulation of *HXT2*, *HXT3*, and *HXT4* primarily through mutations in *SNF3* and *MTH1* (fig. 2: clades *a–c*) or by up-regulation of *HXT6*/*7* primarily through mutations resulting in amplification of these two genes (fig. 2: clade *e*). This pattern of mutually exclusive transporter usage was observed in clones that adapted to growth in low glucose (Kvitek and Sherlock 2011). Importantly, these mutually exclusive transport mechanisms were utilized by clones from all three ploidy lineages, however the identity of adaptive mutations that they acquired varies by ploidy level (discussed below).

The gene expression phenotypes of key glucose-inducible genes and the analysis of ∼100 evolved clones enabled us to identify novel adaptive mutations that impact carbohydrate metabolism in yeast. Two genes, *IPT1* and *MOT3*, had no defined role in carbon utilization, and yet mutations in these genes resulted in the highest relative fitness of all 1N-evolved clones (supplementary fig. S10*A*, Supplementary Material online). One commonality between Ipt1 and Mot3 is they both function in the biosynthesis of plasma membrane constituents, specifically sphingolipids and ergosterol, respectively (Dickson etal. 1997; Hongay etal. 2002). This suggests that one mode of adaptation to nutrient limitation involves altering the plasma membrane or the endocytic pathway, including improved membrane organization, trafficking, recycling, and/or retention of the hexose transporters at the cell surface. In support of this, adaptive mutations were recently identified in genes encoding components of the endocytic pathway in yeast that had adapted to nitrogen limitation (Hong and Gresham 2014). Additionally, the use of tetraploid lineages enabled us to discover novel dominant mutations in the genes encoding the glucose signal transducers, Rgt1 and Mth1. We hypothesize that these mutations affect signaling by altering associations with co-regulators, such as Ssn6/Tup1. Theoretically, dominant mutations could be recovered in diploid lineages, however we only observed these rare dominant mutations in the tetraploid lineages, reflecting the broad spectrum of mutations observed within the 4N-evolved clones.

We also identified a large number of distinct mutations within the gene that encodes the glucose sensor Snf3. These mutations resulted in varying levels of activation of the glucose-inducible genes, highlighting specific protein domains of Snf3 which resulted in low, medium, or high glucose signal transduction (fig. 3). The ability of our gene expression panel to detect “fine tuning” of transcriptional pathways due to different mutations in the same gene will likely lead to a better understanding of the molecular function of this glucose sensor. Additionally, this suggests that natural selection has restricted the signaling capabilities of Snf3 resulting in lower levels of glucose signal transduction than this protein is capable of producing.

### Tetraploids Acquire a Broader Spectrum of Adaptive Mutations

The identity of mutations acquired by strains of each ploidy level likely resulted from a combination of factors, including DNA copy number and physiological differences. Here, we found that the underlying ploidy level had a major effect on the spectrum of adaptive mutations acquired during growth in raffinose (fig. 6*A*). Not all pathways of adaptation were available to clones from different ploidy backgrounds. For example, the most common pathway of adaptation in the 1N-evolved clones was through loss-of-function mutations in the gene encoding the signal transducer Mth1, which was not observed in either the 2N- or 4N-evolved clones (fig. 6*B*). Conversely, the 2N-evolved and 4N-evolved clones adapted predominantly through mutations in the gene encoding the glucose sensor Snf3 or amplification of the genes encoding the glucose transporters Hxt6 and Hxt7 (fig. 6*C* and *D*). Some adaptive routes were open to all ploidy levels: we found nonsynonymous mutations in the genes encoding glucose sensors in 1N-evolved, 2N-evolved, and 4N-evolved clones. However, the beneficial effect of a mutation can differ depending on the ploidy of a cell (Gerstein 2012), and we previously showed that chromosome XIII aneuploidy provided a tetraploid-specific fitness benefit in raffinose medium (Selmecki etal. 2015). Ultimately, the 4N-evolved clones together acquired more mutations per clone (SNPs and indels) and a broader spectrum of adaptive mutations than the 1N- and 2N-evolved clones. This suggests that 4N-evolved clones explore more genotypic space and may explain why they adapt faster to raffinose medium than 1N- and 2N-evolved clones.

**Fig. 6.**
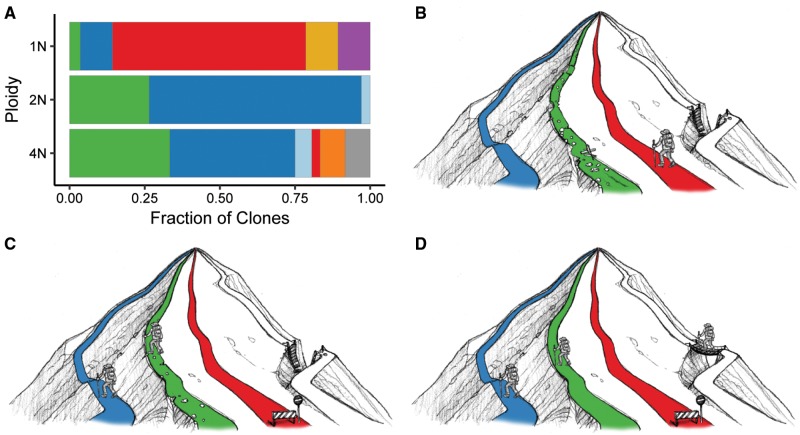
Pathways of adaptation to growth in raffinose medium for haploid, diploid, and tetraploid yeast. (*A*) The fraction of evolved clones derived from 1N, 2N, or 4N populations with the indicated adaptive mutation. The color denotes the adaptive mutation determined for each evolved clone with whole genome or targeted Sanger sequencing: *SNF3* (blue), *RGT1* (light blue), *MTH1* (red), *HXT6/7^amp^* (green), *MOT3* (yellow), *IPT1* (purple), other (orange), and undetermined (grey). Cartoon depicting the different adaptive pathways utilized by the (*B*) haploid, (*C*) diploid, and (*D*) tetraploid evolved clones during long-term growth in raffinose medium. Aneuploidy, only observed in the 4N-evolved populations, is represented by the white pathway. The hiker signifies the pathways most commonly utilized by clones at each starting ploidy level. Only most frequent mutation classes shown.

Amplifications of the *HXT6/7* region occur more often with increasing ploidy level, consistent with increasing amounts of homologous recombination in diploids and tetraploids (Storchová etal. 2006). *HXT6/7^amp^* arises as a result of ectopic gene conversion, which can result in extra chromosomal circular DNA, or unequal crossover, both of which occur during homologous recombination (Brown etal. 1998; Møller etal. 2015). Interestingly, we rarely detected point mutations in any of the *HXT* genes, indicating that modifying the copy number of the genes encoding the Hxt6 and Hxt7 transporters was favored over altering the function of a specific transporter. This is consistent with studies that show *HXT6/7* copy number can change rapidly (Møller etal. 2015; Mishra and Whetstine 2016). The ability to rapidly and reversibly respond to changing levels of glucose in the environment through *HXT6/7^amp^* represents an advantage to clones that gained *HXT6/7^amp^* compared to clones with other mutations that have similar fitness (supplementary fig. S10*B* and *C*, Supplementary Material online)*.* Thus, *HXT6/7^amp^* and its inherent reversibility may lead to better long-term survival in changing glucose conditions.

A significant physiological difference between 1N, 2N, and 4N yeast is the surface area to volume ratio (Storchová etal. 2006). Since higher ploidy cells have a lower surface area to volume ratio, they exhibit differential expression of cell surface components relative to haploids (de Godoy etal. 2008; Wu etal. 2010). A decreased surface area to volume ratio at higher ploidy levels and greater metabolic need may contribute to increased selection for the over-expression of nutrient transporters at higher ploidy. Thus, a fundamental difference in cell size is one force that may drive the differential spectrum of adaptive mutations with increasing ploidy. Tetraploid strains frequently undergo ploidy reduction by chromosome loss (Mayer and Aguilera 1990; Gerstein etal. 2006; Storchová etal. 2006; Gerstein etal. 2008; Selmecki etal. 2015; Voordeckers etal. 2015), suggesting that they are at least initially under selective pressure to reduce ploidy and cell size in many different environments. Interestingly, 4N-evolved clones with *HXT6/7^amp^* appear to have increased genome stability suggesting that *HXT6/7^amp^* may reduce the selective pressure on 4N cells for ploidy reduction (supplementary fig. S8*A*, Supplementary Material online).

Here we combined WGS data with the gene expression phenotype of key glucose-inducible genes to identify the beneficial mutations driving adaptation to growth in raffinose medium. Our previous mathematical modeling indicated that tetraploid lineages can accelerate the rate of adaptation by both an increased rate of beneficial mutations and increased strength of these mutations (Selmecki etal. 2015). However, here we found that evolved clones of all ploidy levels acquired mutations that alter the expression of key glucose-inducible genes in a well-defined way. Moreover, the specific adaptive mutation was a better predictor of glucose-inducible gene expression than karyotypic information. While ploidy did not alter the overall expression pattern of these key glucose-inducible genes, it did have a large impact the acquisition of adaptive mutations (fig. 6). Tetraploid yeast acquired a greater number of mutations and gained more diverse adaptive mutations than haploids and diploids, indicative of greater flexibility during adaptation. Even if polyploidy and/or aneuploidy is transient during adaptation (Rancati etal. 2008; Yona etal. 2012), the beneficial mutations acquired in the polyploid state can be preserved during ploidy reduction if they remain beneficial at lower ploidy levels. Our study provides strong evidence for the beneficial role of polyploidization events that occur during the somatic evolution of human pathogens and during tumorigenesis.

## Materials and Methods

### Strains Used in This Study

Ancestral strains and the evolved clones utilized in this study are listed in the supplementary table S1, Supplementary Material online. All strains used in this study were derived from the *Saccharomyces cerevisiae* S288c background. A detailed description of the ancestral strains and evolved clones can be found in (Selmecki etal. 2015). Briefly, isogenic haploid (1N), diploid (2N), and tetraploid (4N) ancestral strains were constructed and passaged for 250 generations in SC + 2% raffinose medium. A single colony clone was isolated from each population at the end of the invitro evolution experiment, by streaking populations out on agar plates containing SC + 2% raffinose. WGS, aCGH, flow cytometry, and relative fitness assays were performed on 22 haploid, 24 diploid, and 28 tetraploid clones (Selmecki etal. 2015). In this work, additional clones were selected for WGS and RNA sequencing analysis (131 and 132) and expression analysis (115, 119, 126, 201, 215, 216, 217, 220, 228, 229, 230, and 231). The *rgt1Δ* strain was produced replacing the entire *RGT1* ORF in the PY5999 (1N) ancestral strain with the pCORE cassette (Storici etal. 2001). Transformants carrying the pCORE cassette were selected on YPD + 200 µg/mL G418 (GoldBio), and four clones were selected for confirmation by PCR. A complete list of primers can be found in the Supplementary Materials online.

### Growth Conditions

For a detailed description of growth conditions used in the experimental evolution experiments, refer Selmecki etal. (2015). For the RNA expression analyses, yeast were grown to saturation at 30 °C at 300 rpm for 20 h in synthetic complete medium (SC)+2% raffinose. Cell density was determined by optical density (OD) and cells diluted to 0.2 ODU in SC + 2% raffinose. Cultures were grown at 30 °C at 300 rpm until mid-log growth (0.8–1.0 ODU). For glucose independent gene expression, cultures were grown to saturation in SC + 2% raffinose medium, and then diluted to 0.2 OD in SC + 2% galactose and harvested after growth for 6 h at 30 °C. RNA-seq cultures were grown in 100 ml of medium in a flask while qRT-PCR cultures were grown in 5 ml culture tubes. Cells were pelleted at 4 °C for 5 min at 5000 × *g*, washed with DEPC treated water, snap frozen and stored at −80 °C.

### Whole Genome Sequencing

Two 1N-evolved clones were sequenced in this study (131 and 132). DNA was isolated with phenol chloroform as described previously (Selmecki etal. 2015). Libraries were prepared using the NexteraXT DNA Sample Preparation Kit following the manufacturer’s instructions (Illumina). Libraries were sequenced using an Illumina MiSeq (Creighton University), and sequence alignment was performed using the S288c R63.1.1 reference genome as previously described (Selmecki etal. 2015). Variant calling was performed using SNPeff (v4.1 with default settings) (Cingolani etal. 2012). All variants previously called in Selmecki etal. (2015) were confirmed using SNPeff.

### RNA Isolation

RNA was isolated using the hot acid phenol RNA extraction method and RNA was DNase treated with RQ1 DNase at 37°C for 60 min (Promega, M6101). The DNase-treated RNA was extracted with phenol:chloroform:isoamyl alcohol 25:24:1 (Sigma, P2069) followed by chloroform extraction. The DNase-treated RNA was precipitated and the pellet was resuspended in 50 µl DEPC treated H_2_O. RNA quality was assayed by electrophoresis in MOPs gel or BioAnalyzer (BioRad). Total RNA was used for input into the RNA-seq library and RT-qPCR.

### RNA Library Construction

Poly(A) tailed RNA was isolated from total RNA with the Oligotex mRNA mini kit (Qiagen, 70022) following manufacturer’s directions. Strand specific RNA libraries were prepared from 100 ng Poly(A)^+^-RNA using the Illumina RNA ligation library protocol (Levin etal. 2010). The cDNA libraries were amplified with Phusion High-Fidelity DNA polymerase (NEB) and indexing primers compatible with Illumina sequencing. After amplification, libraries were size selected on a nondenaturing polyacrylamide gel for 250–400 bp fragments. Resultant libraries were assessed by BioAnalyzer before sequencing.

### RNA Sequencing Analysis

RNA-seq libraries were sequenced on 1 × 50 flow cell on an Illumina HiSeq2000 (University of Colorado). Libraries were sequenced to an average depth of 200 M reads per strain. Adaptor sequences and low quality reads were trimmed with trimmomatic (v0.32 ILLUMINACLIP:TruSeq2-SE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36) (Bolger etal. 2014). In order to remove ribosomal reads we first mapped the reads to a custom fasta file containing only the ribosomal gene region (chrXII:450486-459797) with Bowtie2 (v2.02, –sensitive-local) and all unmapped (nonribosomal reads) were output to an unmapped fastq file (Langmead and Salzberg 2012). The resulting nonribosomal reads were mapped to *S. cerevisiae* genome (R63.1.1, 2010-01-05) with Bowtie2 (v2.02, –sensitive-local) with the best mapping locations reported for each read (Engel etal. 2014). An average of 58 M reads mapped (a 95% mapping rate) per strain. SAM files were converted to BAM with samtools v0.1.19 for downstream use (Li etal. 2009). Reads that mapped unambiguously to transcripts were counted using HTSeq (v0.5.4p5, htseq-count -f bam -s yes -m intersection-strict -t gene -i ID) and the S288c R63-1-1 annotation file; an average of 44 M reads per strain mapped to annotated genes.

### Differential Expression Analysis

Differential expression analysis was performed using DESeq v1.10.1 (Anders and Huber 2010). Since there were no biological replicates, the “blind” method was used to estimate dispersions. This uses all samples to determine the typical variance in expression for each gene. Since the clones are derived from the same parental strain and contain only a few mutations, we believe this is an acceptable method to estimate dispersions. Differential expression was determined for all evolved clones against the diploid ancestral strain. Genes were considered differentially expressed between two strains if their adjusted *P*-value was less than 0.05. Complete DESeq output files are included in GEO Accession #GSE95069. RNA-seq and GO term analysis are summarized in the RNA-seq analysis table (Supplemental Materials online).

### qRT-PCR Analysis

RNA was reverse transcribed using Multiscribe reverse transcriptase (Thermo Fisher #4311235) with random hexamers. cDNA was diluted to 1:100 and quantified using targeted qPCR primers (Supplementary Materials online) and SYBR select (Life Technologies #4472908) on the Biorad CFX qPCR system. A standard curve was used to determine linear range and efficiency of the primers. Gene expression was internally normalized to ACT1 expression and error propagated for replicates (qPCR analysis, Supplementary Materials online). Unless otherwise noted, gene expression was measure in triplicate reactions for each of two biological duplicates. To the best of our ability, we attempted to process each of the ∼100 evolved clones and ancestral strains at the same time to prevent variation within a biological replicate.

### Cluster Analysis

All clustering analysis was performed on the log_2_-transformed qRT-PCR gene expression ratio between the evolved clones and the diploid ancestral strains internally normalized to *ACT1* expression. Hierarchical clustering analysis was performed using the R (v3.3.2, 2016-10-31) hclust function with the “complete” clustering method. Linear discriminate analysis was performed using the lda function in the MASS package (v7.3-45). LDA was performed twice, classifying the strains by either adaptive mutation or by ancestral ploidy (1N, 2N, or 4N).

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: The Influence of Polyploidy on the Evolution of Yeast Grown in a Sub-Optimal Carbon Source
**Source:** Mol Biol Evol. 2017 Jul 24;34(10):2690–703. doi: 10.1093/molbev/msx205
**Supplement:** Supplementary Data

### **Supplementary Text 1 – Distribution of total mutations by ploidy level**

We previously used whole genome sequencing (WGS) and comparative genome hybridization microarray (aCGH) to detect SNPs, indels and CNVs in 22 haploid evolved, 24 diploid evolved, and 28 tetraploid evolved clones (Selmecki et al. 2015). We reported that the 4N-evolved clones acquired significantly more mutations than the 1N-evolved and 2N-evolved clones. However, to understand the molecular mechanisms that lead to the adaptation of the 4N-evolved lineages to raffinose, and how these differed from 1N-evolved and 2N-evolved lineages, we further quantified the types of mutations gained in each of the evolved clones. Each genomic variant detected in the evolved clones was annotated by SNPeff (v4.1) as synonymous SNP, non-synonymous SNP, intragenic indel, intergenic SNP or intergenic indel (See Methods). The fraction of non-synonymous SNPs per ploidy level (21/31, 47/57, 71/89 in 1N-evolved, 2N-evolved, and 4N-evolved clones, respectively) is not significantly different from expectation, given that ~79% of mutations that occur in the coding region are expected to be non-synonymous ( $p=0.123$ ,  $p=0.627$ ,  $p=1$  in the 1N-evolved, 2N-evolved, and 4N-evolved clones respectively, exact binomial test) (Wenger et al. 2011). Additionally, the number of intergenic mutations in the 2N-evolved (12/69,  $p=0.059$  exact binomial test) and 4N-evolved (37/126,  $p=0.766$  exact binomial test) clones is not significantly different than expectation, given that 72% of the genome is coding (Wenger et al. 2011). However, the 1N-evolved clones had fewer intergenic mutations than expected (1/45,  $p=1.4 \times 10^{-5}$  exact binomial test). Therefore, the distribution of mutations in the 1N-evolved clones is significantly different than the 2N-evolved ( $p=2.71 \times 10^{-6}$ , fisher exact test) and 4N-evolved ( $p=1.12 \times 10^{-9}$ , fisher exact test) clones (Supplementary Figure S1), suggesting differing mechanisms of adaptation in the 1N-evolved clones compared to the 2N-evolved and 4N-evolved clones.

## **Supplementary Text 2 – Review of glucose sensing pathway in yeast**

Raffinose, a poor source of extracellular carbon, is hydrolyzed extracellularly by the invertase Suc2 into fructose and melibiose; while melibiose cannot be further utilized in our strain background, the fructose is metabolized equivalently to glucose by the glucose pathway in yeast (Naumov et al. 1990; Lagunas 1993). There are three key steps that lead to glucose uptake in yeast: the glucose sensors, signal transducers, and hexose transporters (Figure 1C). The glucose sensors, Snf3 and Rgt2, signal to downstream regulators of glucose-induced genes in the presence of low or high extracellular glucose concentrations, respectively (Ozcan et al. 1996; Sabina and Johnston 2009). Under glucose-depleted conditions, Mth1 binds Rgt1 and represses the transcription of glucose inducible genes, such as those encoding the hexose transporters and Suc2. (Kim et al. 2003; Polish et al. 2005; Roy et al. 2013). However, in the presence of low extracellular glucose concentrations, Snf3 signals the degradation of Mth1, resulting in Rgt1 phosphorylation and de-repression of glucose-inducible genes (Lafuente et al. 2000; Flick et al. 2003; Polish et al. 2005; Pasula et al. 2010). The hexose transporters Hxt1-Hxt7 transport glucose into the cell and differ in their regulation and affinity for glucose (Liang and Gaber 1996; Boles and Hollenberg 1997; Lin and Li 2011).

## Supplementary Figures

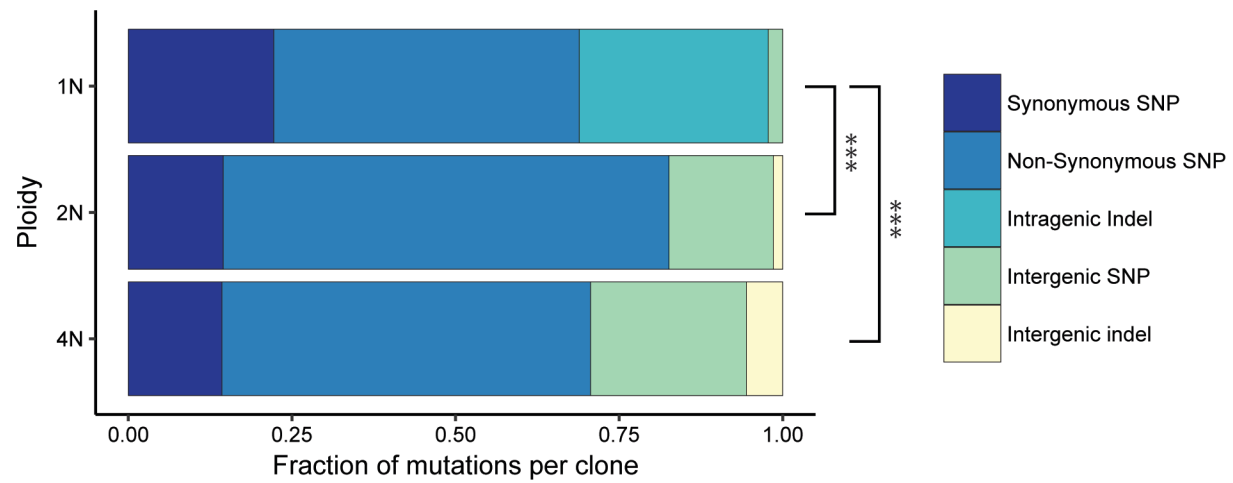

**Supplementary Figure S1. The distribution of mutations in the evolved clones vary by the initial ploidy.** The fraction of each mutation type in the 1N (n=22), 2N (n=24), and 4N (n=28) experimentally evolved clones. Mutations obtained from Selmecki et al. (2015) were categorized as synonymous SNP, non-synonymous SNP, intragenic indel, intergenic SNP or intergenic indel. The distribution of total mutations is significantly different in the 1N evolved clones compared to the 2N ( $p=2.71 \times 10^{-6}$ ) and 4N ( $p=1.12 \times 10^{-9}$ ) evolved clones. Significance was determined by the fisher exact test for count data, corrected for multiple hypothesis testing.

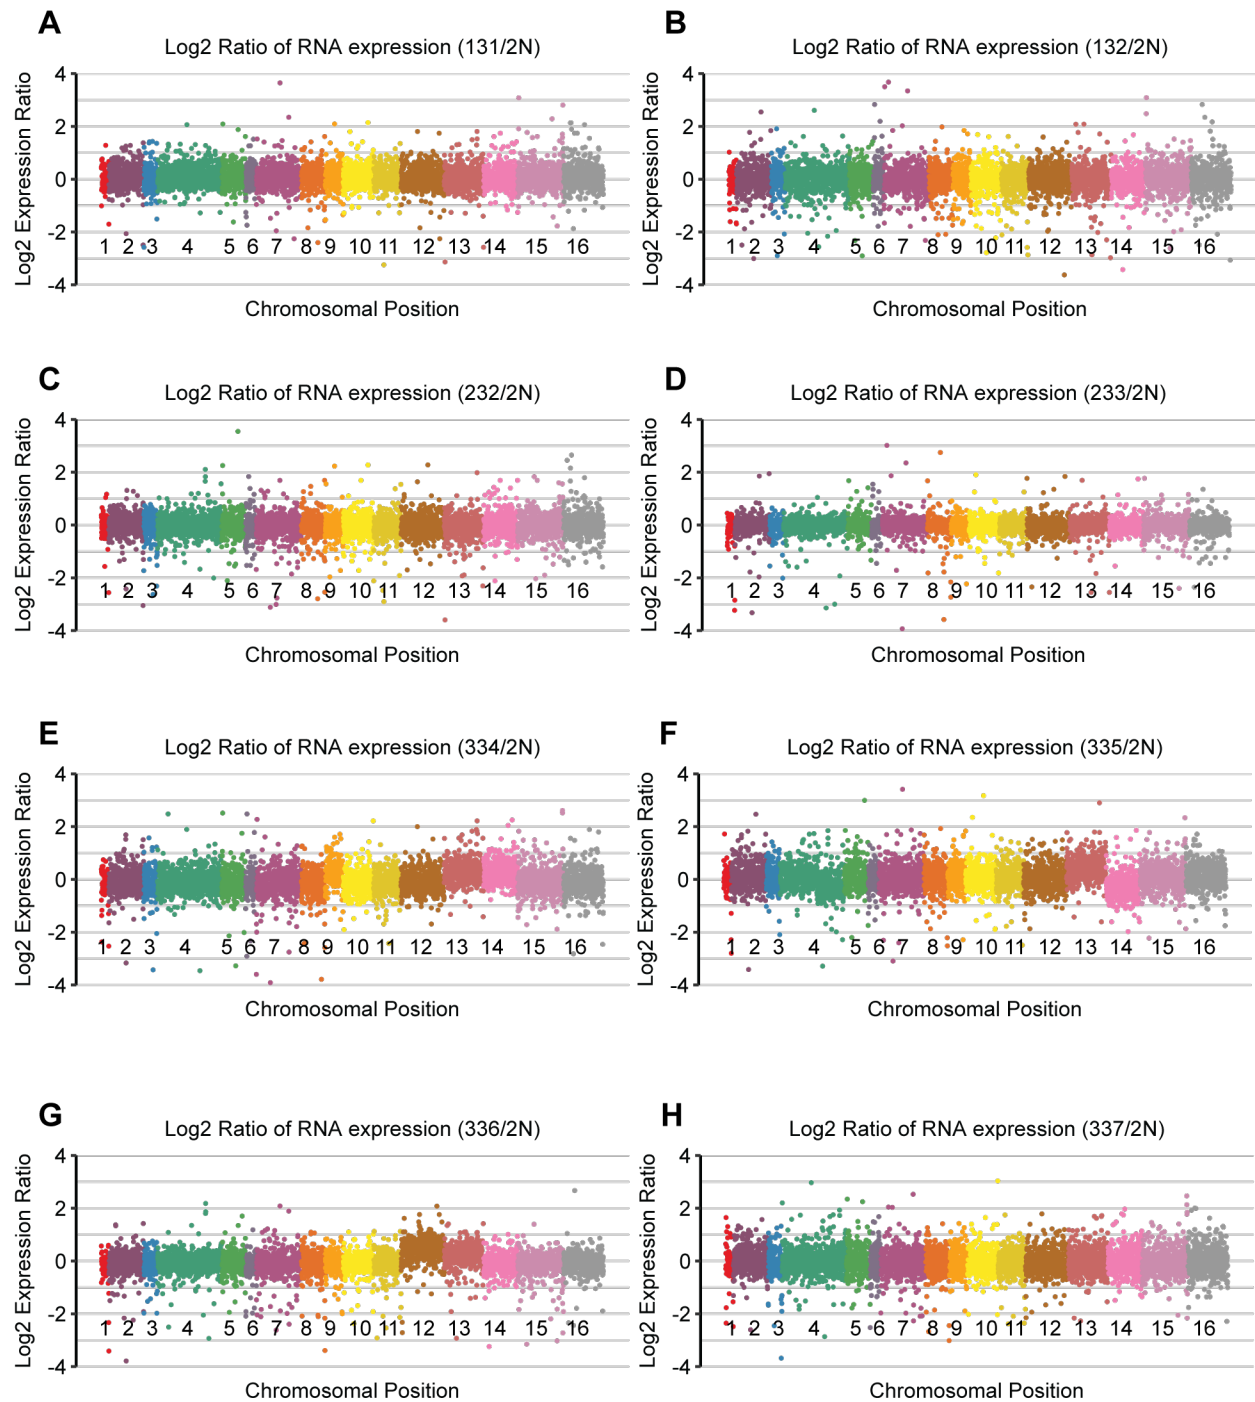

**Supplementary Figure S2. Quantification of mRNA abundance levels in the evolved clones.** Log<sub>2</sub>-transformed RNA expression ratio in the following strains relative to the diploid ancestral strain: A) 131, B) 132, C) 232, D) 233, E) 334, F) 335, G) 336, and F) 337. All strains were grown in 2% raffinose medium and each dot represents the expression ratio (y-axis) of a single gene plotted with respect to their chromosome position (x-axis). All evolved clones are euploid and of their ancestral ploidy, except 4N-evolved clones 334, 335 and 336. Clone 334 is

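The plots of Supplementary Fig. S2 show single genes, and a shift of a whole chromosome appears as a displacement of all its points. A log2 ratio of 0 means the same share of reads as in the diploid ancestor, since normalization removes a change in the total amount of RNA. A clone of another ploidy with all chromosomes in equal number is therefore centred on 0. In the authors' DESeq output, genes with no read in the ancestor or in the clone have no finite ratio.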

near-triploid with tetrasomic copies of chromosomes (Chr) 9, 13, and 14; Clone 335 is near-tetraploid with a segmental deletion of Chr4, pentasomic Chr13, and trisomic Chr14; clone 336 is tetraploid with hexasomic Chr12, and pentasomic Chr13 (Selmecki et al. 2015).

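The genes on each of these chromosomes can be summarised by their median log2 ratio in the authors' DESeq output. In clone 334 the medians were 0.42 for chromosome 9 (191 genes), 0.42 for chromosome 13 (428 genes) and 0.41 for chromosome 14 (371 genes). In clone 335 they were 0.36 for chromosome 13 and -0.38 for chromosome 14, and in clone 336 they were 0.57 for chromosome 12 (457 genes) and 0.33 for chromosome 13. On chromosome 4 of clone 335, the 407 genes to the left of GCD6 had a median of 0.08 and the 294 genes from there on a median of -0.35.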

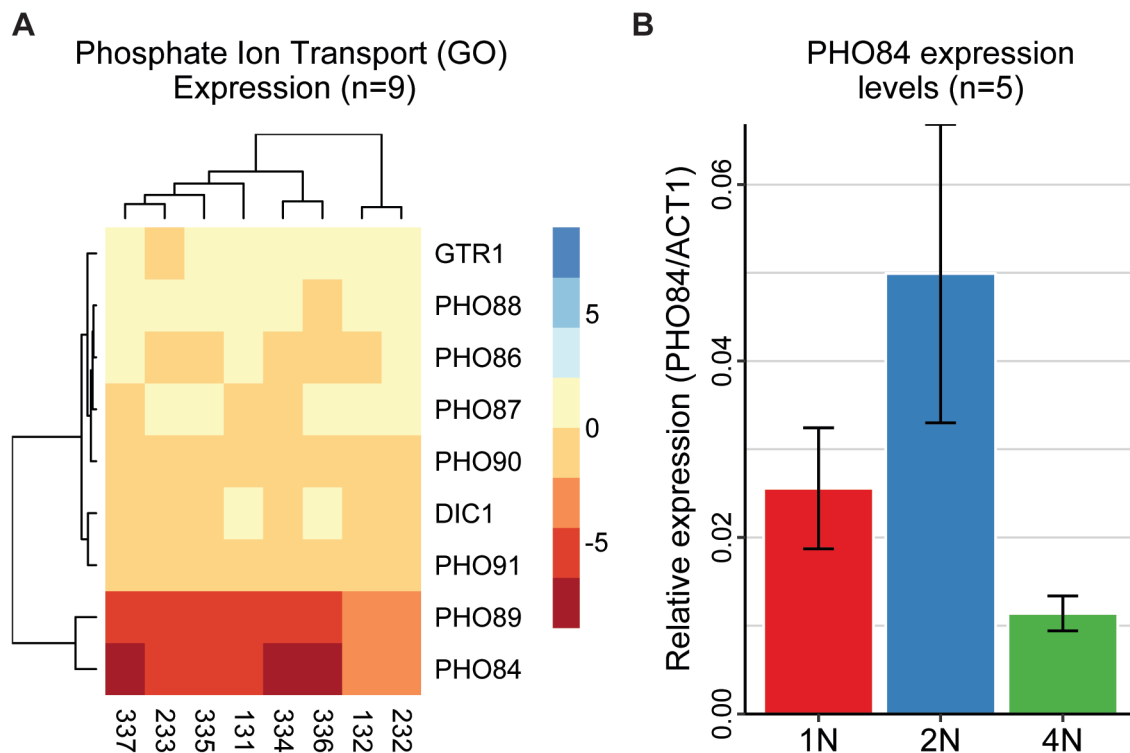

**Supplementary Figure S3. Evolved clones differentially regulate phosphate ion transport.**

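The values of Supplementary Fig. S3A are log2 ratios, so a gene that is high in the ancestor appears as low in every clone. Of the 9 genes of that panel, PHO84 and PHO89 were called down by the authors' DESeq test in all 8 clones, and GTR1, SND3, PHO86, PHO87, PHO90, DIC1 and PHO91 were called in none.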

A) Log<sub>2</sub>-transformed expression of genes annotated with the GO-function of phosphate ion transport. Phosphate ion transport is decreased in all of the evolved clones; primarily driven by the overexpression of *PHO84* and *PHO89* in the diploid ancestor. B) qRT-PCR expression of *PHO84* relative to *ACT1* expression in the haploid (red), diploid (blue), and tetraploid (green) of 5 biological replicates. Error bars represent the standard error of the mean (SEM). Only the diploid ancestor consistently had elevated *PHO84*, though with high variability. Regulation of the phosphate genes is controlled by a hysteretic switch that may contribute to variability in activation of the phosphate transporters (Raser and Shea 2006).

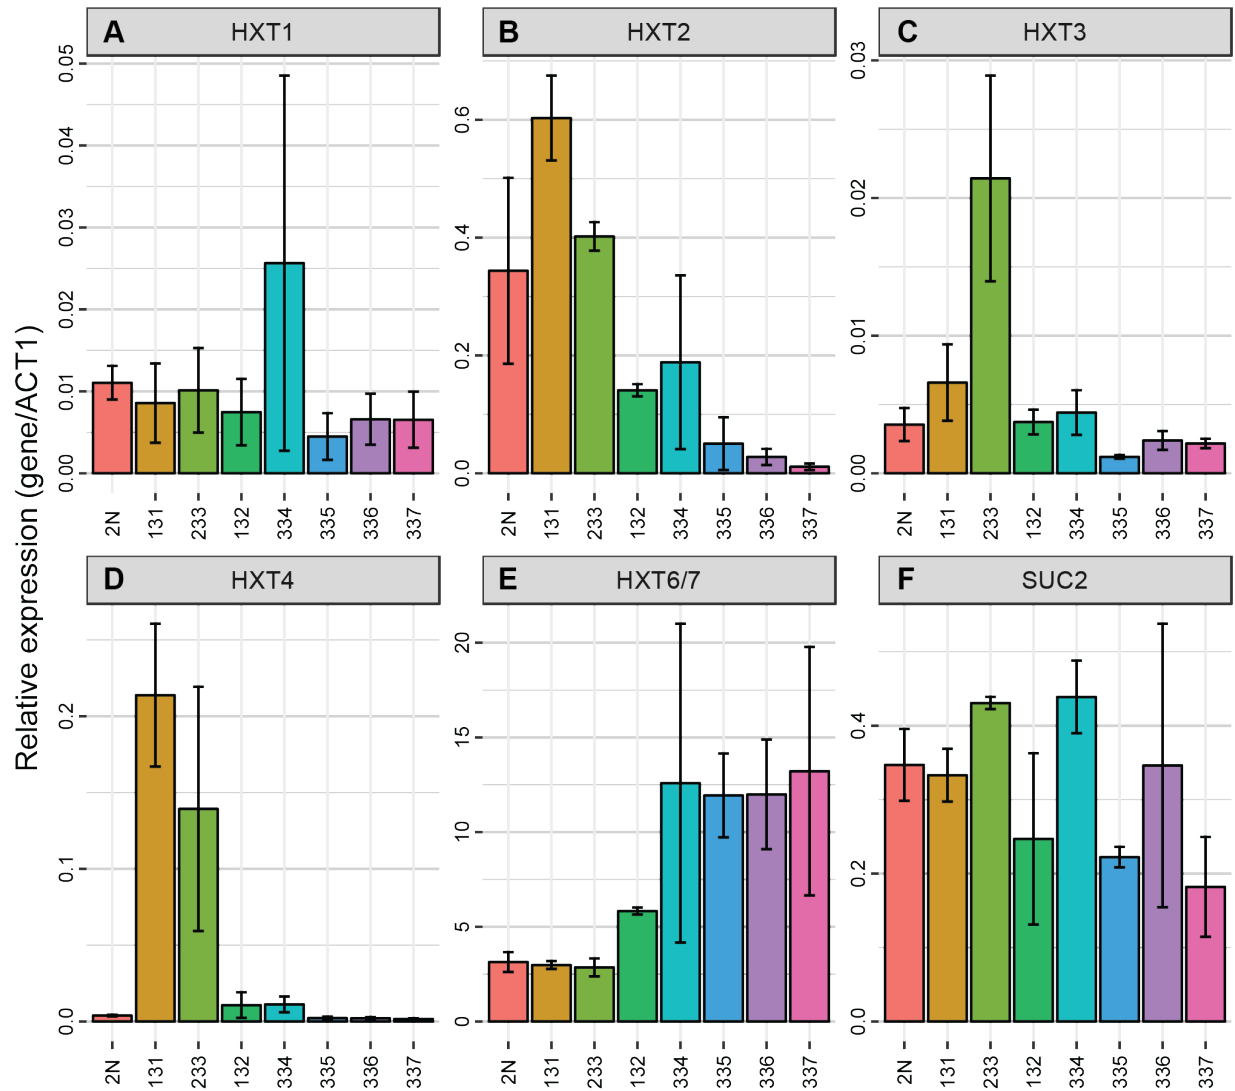

**Supplementary Figure S4. Confirmation of hexose transporter expression in the evolved clones by qRT-PCR.** qRT-PCR gene expression analysis of glucose responsive genes in the diploid ancestor and evolved clones grown in 2% raffinose medium. All genes are normalized to *ACT1* expression. A) *HXT1*, B) *HXT2*, C) *HXT3*, D) *HXT4*, E) *HXT6/7*, and F) *SUC2*. n=2, error bars represent SEM.

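In this assay the amount of a transcript is measured by reverse transcription and quantitative PCR and set against that of ACT1. HXT6 and HXT7 are nearly identical and were measured together as HXT6/7, so the values compare best with the sum of their reads. For the 5 measures HXT2, HXT3, HXT4, HXT6/7 and SUC2, the mean absolute difference between the log2 ratios of the RNA-seq reads and those of the paper's qRT-PCR table was 0.784 for clone 131 and 0.650 for clone 132 in the reads behind the DESeq output. Over both clones it was 1.53 in the deposited counts of the same clone names.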

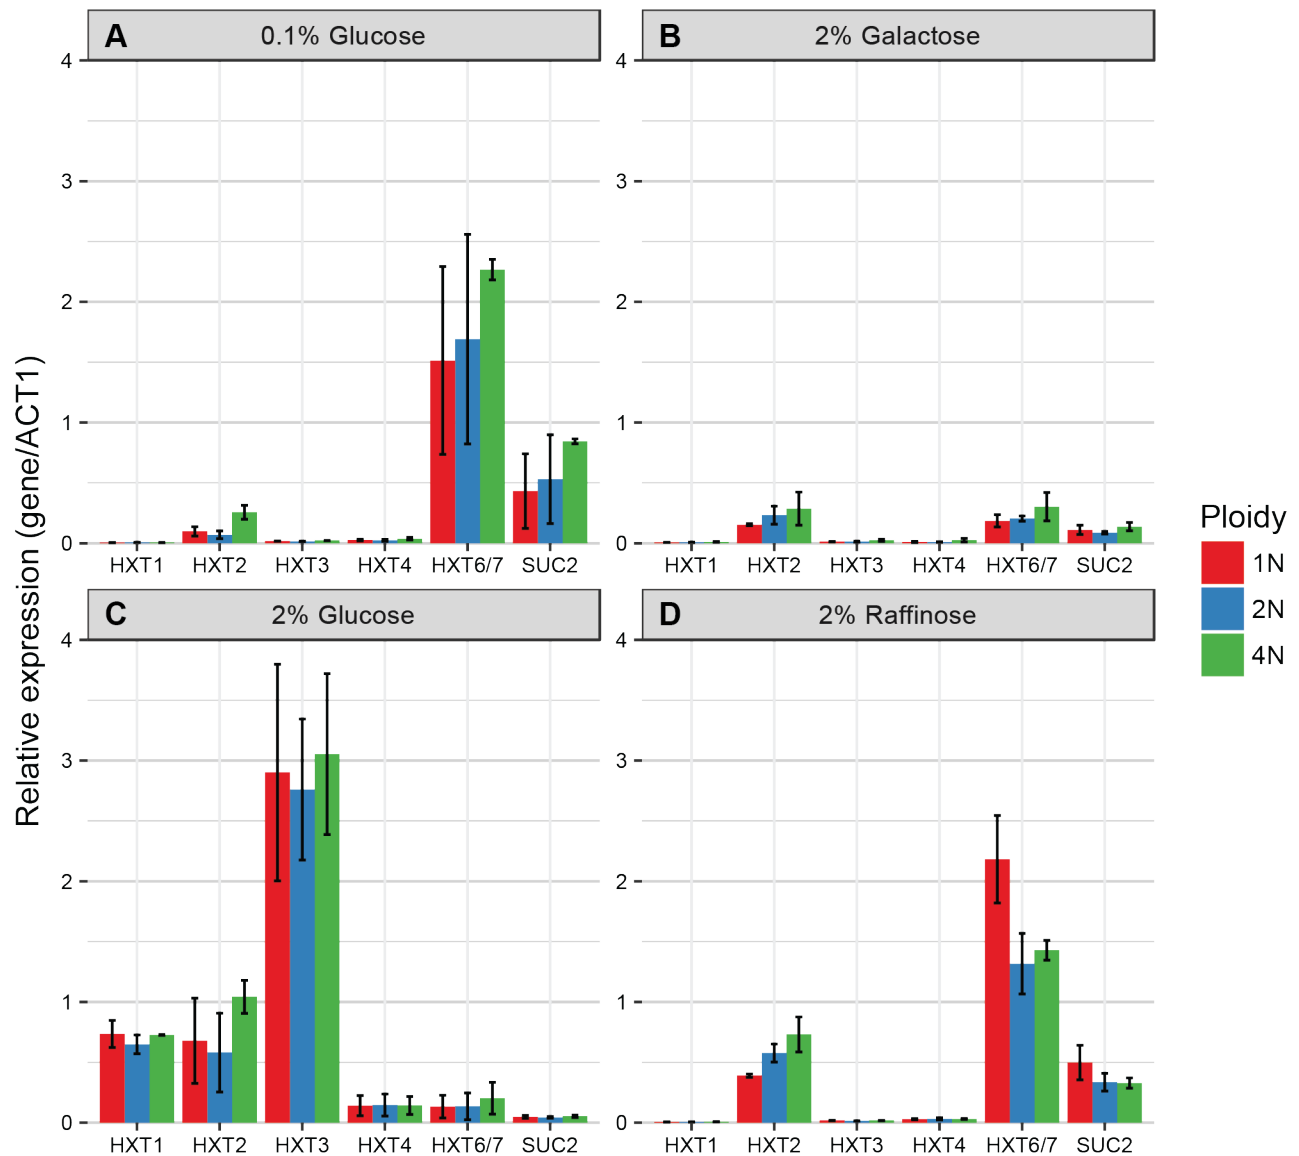

**Supplementary Figure S5. Ancestral ploidy does not alter the expression of glucose responsive genes in various carbon sources.** qRT-PCR gene expression analysis of glucose responsive genes (*HXT1*, *HXT2*, *HXT3*, *HXT4*, *HXT6/7*, and *SUC2*) internally normalized to *ACT1* expression for the 1N, 2N, and 4N ancestral strains grown in A) 0.1% Glucose, B) 2% Galactose, C) 2% Glucose, and D) 2% Raffinose. n=2, error bars represent SEM.

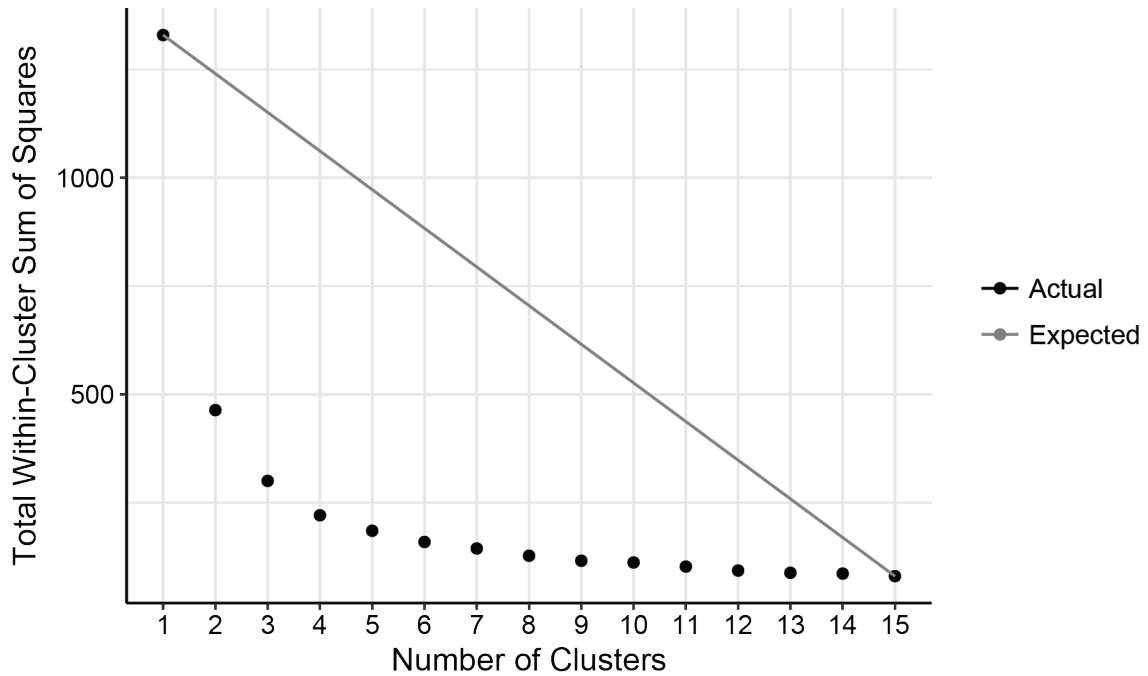

**Supplementary Figure S6. Within group variance is minimized at k=5.** The averages total sum of squares (TSS) (Y-axis) for k clusters (x axis) was quantified using k-means for the  $\log_2$ -transformed gene panel expression data. The TSS was averaged over 20 trials (black dots) at each k. The null hypothesis (grey line) is that the variance decreases linearly with model complexity. The optimal number of groups was determined by visual inspection of the number of clusters (k) at which the change in TSS becomes linear.

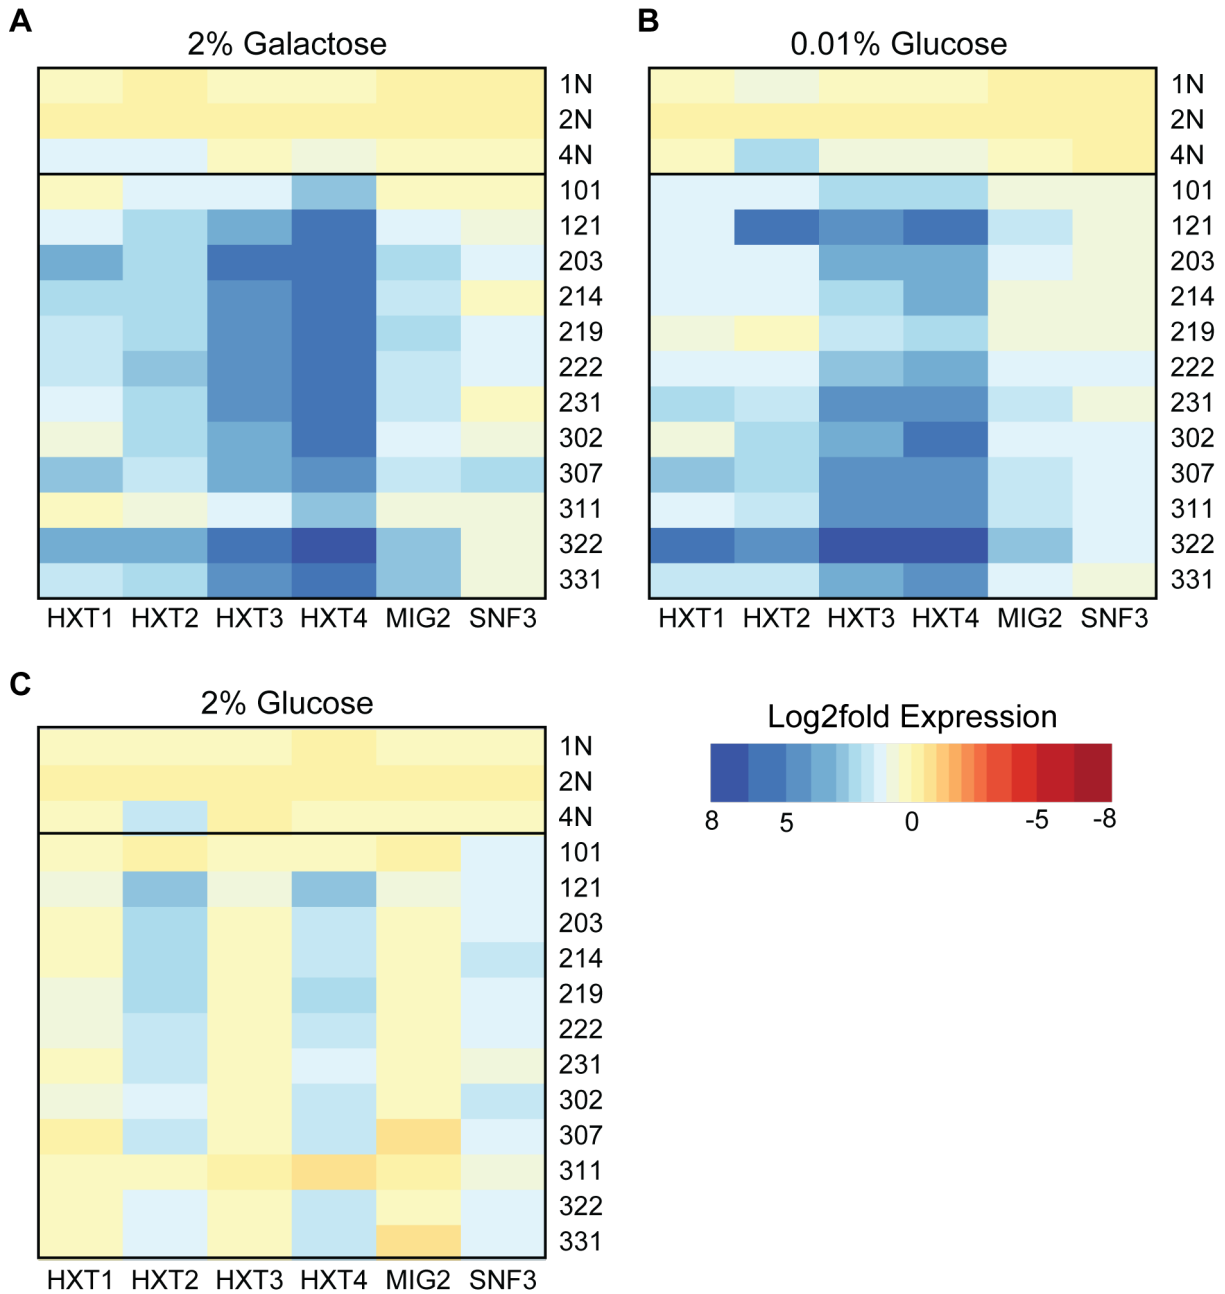

**Supplementary Figure S7. Mutations in *SNF3* result in constitutive activation of glucose responsive genes.** qRT-PCR expression analysis of glucose responsive genes normalized to *ACT1* for selected evolved clones with mutations in *SNF3* relative to the diploid ancestral strain. Strains were grown 0.1% glucose overnight and then grown in A) 2% Galactose, B) 0.1% Glucose, and C) 2% Glucose for 6 hours or until cultures reached an OD of 0.8.

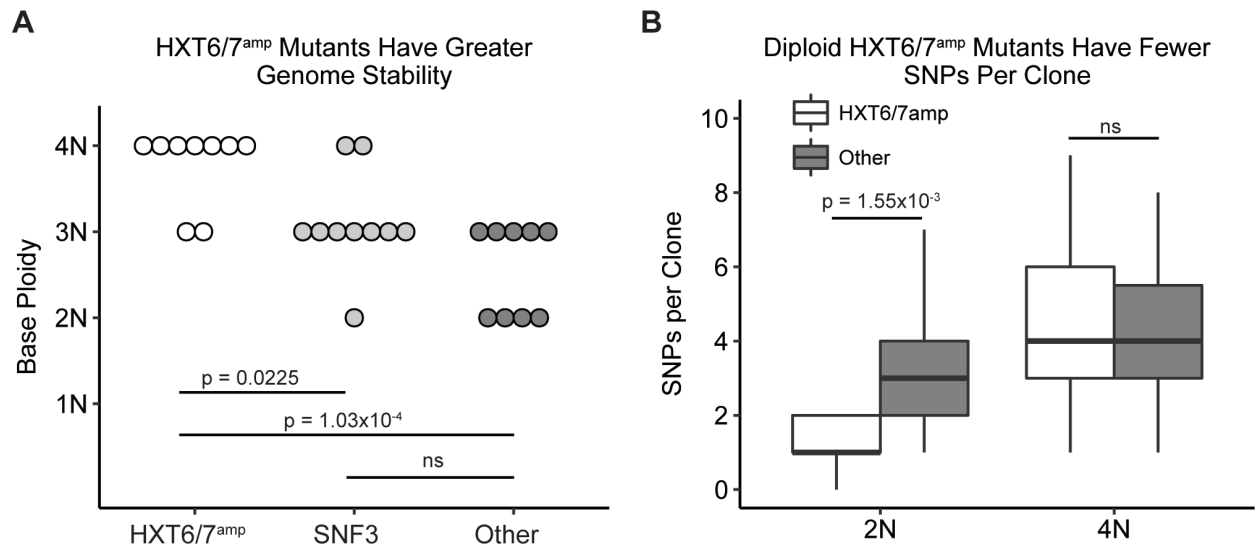

**Supplementary Figure S8. Evolved clones with amplification of the *HXT6/7* region acquire fewer mutations and remain primarily tetraploid.** A) Base ploidy level of the 4Ne clones with *HXT6/7* amplifications, *SNF3* mutations, or other mutations. Clones with *HXT6/7*<sup>amp</sup> have a significantly higher ploidy level than *SNF3* mutants ( $p=2.25 \times 10^{-2}$ , ANOVA with Tukey post-hoc test,  $df = 2$ ) and clones with other mutations ( $p=1.03 \times 10^{-4}$ ). There is no significant difference between clones with mutations in *SNF3* compared to clones with mutations in other genes. The base ploidy level was determined with flow cytometry analysis for DNA content aCGH or WGS as previously reported (Selmecki et al. 2015). B) The average number of SNPs per strain in the 2N-evolved clones and 4N-evolved clones with *HXT6/7*<sup>amp</sup> (white) or without *HXT6/7*<sup>amp</sup> (grey). The 2N-evolved clones with *HXT6/7*<sup>amp</sup> have significantly fewer SNPs per strain than the clones with only a single copy of *HXT6* and *HXT7* ( $p=1.55 \times 10^{-3}$ , Welch two sample t-test,  $df=13.473$ ).

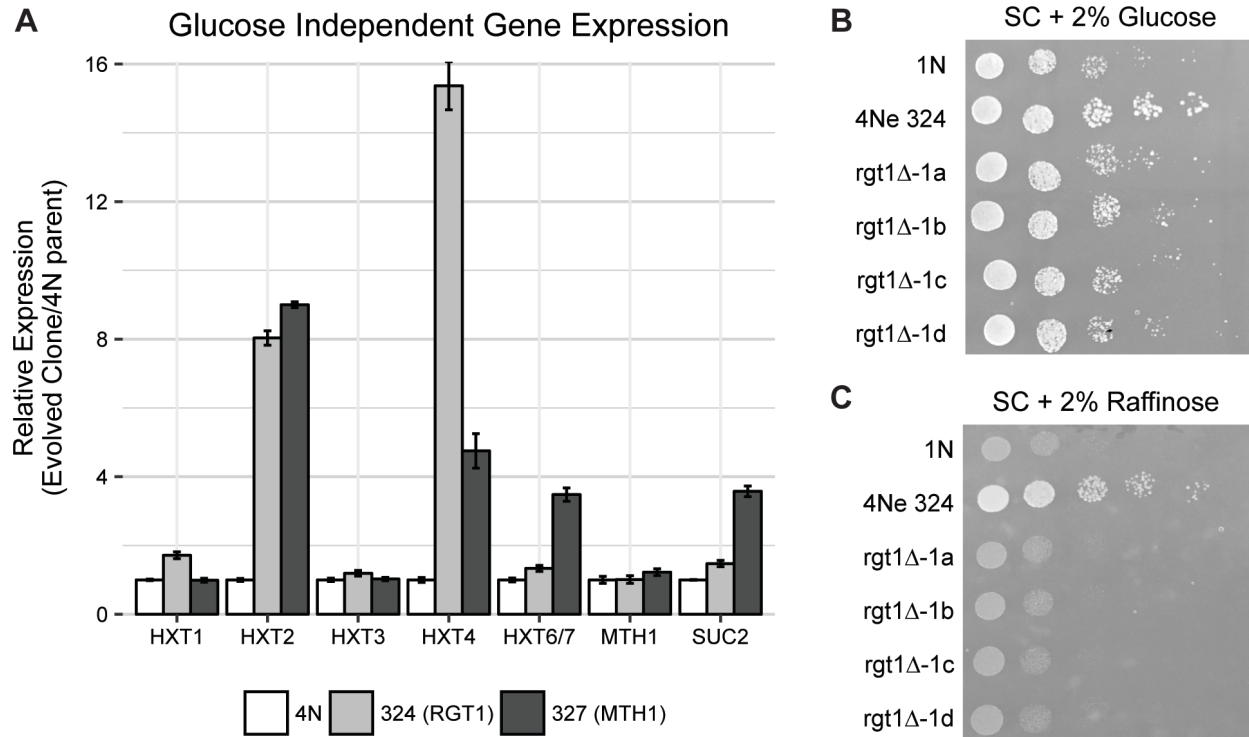

**Supplementary Figure S9. Characterization of *RGT1* and *MTH1* dominant mutations.** A) qRT-PCR gene expression analysis of glucose responsive genes relative to *ACT1* expression and normalized to the 4N ancestral strain grown in 2% galactose. Spot assay for growth of *RGT1* deletion strains grown on SC plates with (B) 2% Glucose or (C) 2% Raffinose. Spot assays were performed by growing strains to saturation in YPD or the corresponding selective medium for *rgt1Δ* (YPD + 200μg/mL G418) or 4N-evolved clone 324 (SC+2% raffinose). Cells were washed and re-suspended in water to a density of 1 ODU/ml. Cells were 10-fold serially diluted in water and 10ul was spotted on SC plates containing either 2% glucose or 2% raffinose. Plates were incubated at 30°C for 72 hours before photographing.

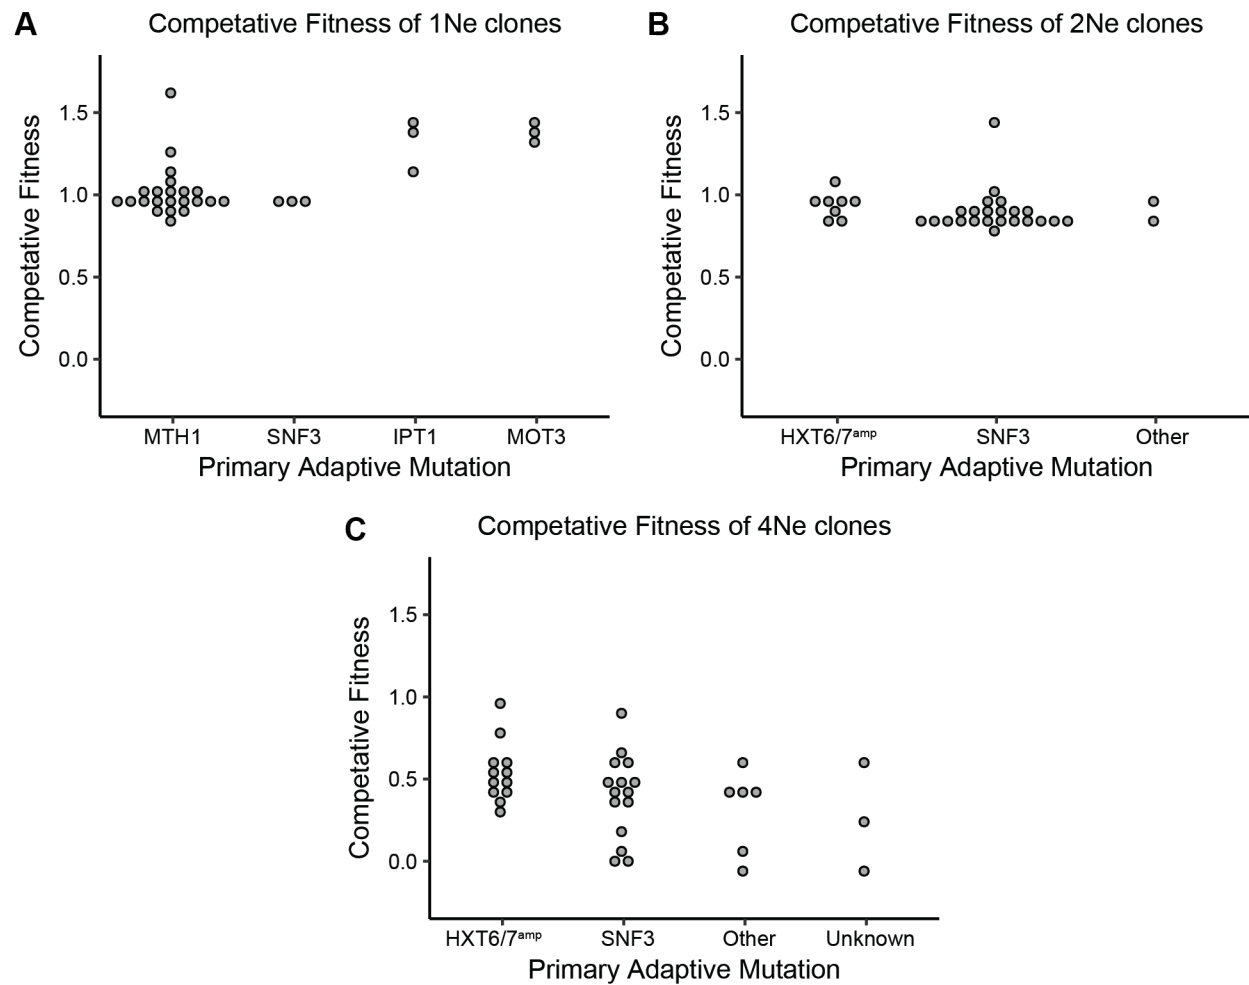

**Supplementary Figure S10. Evolved clones show dramatic fitness improvements over ancestral strains.** Competitive fitness of the evolved clones isolated from A) 1N, B) 2N, C) and 4N populations. Competitive fitness (Y-axis) is relative to the 2N ancestral strain as described in (Selmecki et al. 2015), where the fitness of the 2N ancestor is set to zero. The evolved clones are separated by primary adaptive mutation (X-axis).

## Supplementary Tables

| Strain/<br>Clone       | Initial Ploidy<br>Level | Total # of<br>mutations | Adaptive<br>Mutation(s)                  | HXT6/7 Status | Other Mutations                                                 |
|------------------------|-------------------------|-------------------------|------------------------------------------|---------------|-----------------------------------------------------------------|
| <b>DP5999</b>          | 1N<br>(ancestor)        | NA                      | NA                                       | NA            | NA                                                              |
| <b>DP6006</b>          | 2N<br>(ancestor)        | NA                      | NA                                       | NA            | NA                                                              |
| <b>DP6040</b>          | 4N<br>(ancestor)        | NA                      | NA                                       | NA            | NA                                                              |
| <b>102</b>             | 1N                      | 1                       | MTH1 (I353fs)                            | qPCR No HXT   | none                                                            |
| <b>103</b>             | 1N                      | 1                       | IPT1 (C219W)                             | qPCR No HXT   | none                                                            |
| <b>104</b>             | 1N                      | 3                       | MTH1 (I353fs)                            | CGH No HXT    | MUK1(ns), YML018C (s)                                           |
| <b>105</b>             | 1N                      | 6                       | MTH1 (N12fs)                             | qPCR No HXT   | YOL098C(N836Y),<br>HRD1(W123Stop), MTH1(s),<br>NUP1(s), PDR1(s) |
| <b>106</b>             | 1N                      | 2                       | MTH1 (I353fs)                            | qPCR No HXT   | YHR131C(s)                                                      |
| <b>108</b>             | 1N                      | 2                       | MTH1 (I353fs)                            | qPCR No HXT   | WHI3(s)                                                         |
| <b>109</b>             | 1N                      | 1                       | MTH1<br>(K333Stop)                       | qPCR No HXT   | none                                                            |
| <b>110</b>             | 1N                      | 1                       | MTH1 (N69fs)                             | CGH No HXT    | none                                                            |
| <b>111</b>             | 1N                      | 1                       | MTH1 (K367fs)                            | qPCR No HXT   | none                                                            |
| <b>112</b>             | 1N                      | 3                       | MTH1 (S133fs)                            | qPCR No HXT   | PXA2(G520A), FMP27(s)                                           |
| <b>113</b>             | 1N                      | 1                       | MOT3<br>(R357Stop)                       | CGH No HXT    | none                                                            |
| <b>114</b>             | 1N                      | 1                       | MOT3 (P268fs)                            | CGH No HXT    | none                                                            |
| <b>115*</b>            | 1N                      | unknown                 | MTH1 (I353fs)                            | qPCR No HXT   |                                                                 |
| <b>116</b>             | 1N                      | 1                       | MTH1 (I353fs)                            | qPCR No HXT   | none                                                            |
| <b>117</b>             | 1N                      | 1                       | IPT1 (V232D)                             | qPCR No HXT   | none                                                            |
| <b>118</b>             | 1N                      | 2                       | SNF3 (A488D)                             | qPCR No HXT   | YIL025C(R124Q)                                                  |
| <b>119*</b>            | 1N                      | unknown                 | MTH1 (I353fs)                            | qPCR No HXT   |                                                                 |
| <b>120</b>             | 1N                      | 3                       | MOT3<br>(K394Stop)                       | qPCR No HXT   | LOH1(T201K), MKK2(R455T)                                        |
| <b>121</b>             | 1N                      | 2                       | SNF3 (V470D)                             | qPCR No HXT   | FAS1 (s)                                                        |
| <b>122</b>             | 1N                      | 1                       | MTH1 (I353fs)                            | qPCR No HXT   | none                                                            |
| <b>124</b>             | 1N                      | 4                       | MTH1 (I353fs)                            | qPCR No HXT   | ACA1(Y36N), YIL102C-<br>A(S40R), NCS6(s)                        |
| <b>126*</b>            | 1N                      | unknown                 | MTH1 (S133fs)                            | qPCR No HXT   |                                                                 |
| <b>127</b>             | 1N                      | 4                       | MTH1 (A275D)                             | qPCR No HXT   | THO2(S1496P), MAK5 (s),<br>chrX 29781                           |
| <b>128</b>             | 1N                      | 2                       | MTH1 (I353fs)                            | qPCR No HXT   | KAR5(F197I)                                                     |
| <b>131<sup>Φ</sup></b> | 1N                      | 5                       | MTH1 (I353fs)                            | CGH No HXT    | NSE4(G93D),<br>HRD3(T436Stop), RAD33(s),<br>TRM732(S626N)       |
| <b>132<sup>Φ</sup></b> | 1N                      | 4                       | IPT1(Y15Stop)<br>& HXT6/7 <sup>amp</sup> | CGH +HXT      | DPB3(D128G),<br>YLH47(P263Q)                                    |

|             |    |         |                                     |             |                                                                              |
|-------------|----|---------|-------------------------------------|-------------|------------------------------------------------------------------------------|
| <b>201*</b> | 2N | unknown | HXT6/7 <sup>amp</sup>               | CGH +HXT    |                                                                              |
| <b>202</b>  | 2N | 3       | SNF3(G439R)                         | qPCR No HXT | YGL039W(S38P), ChrIV-1019186                                                 |
| <b>203</b>  | 2N | 1       | SNF3(D114Y)                         | qPCR No HXT | none                                                                         |
| <b>204</b>  | 2N | 5       | RGT2(S215F)                         | qPCR No HXT | SLA1(Q885E), IRA1(s), SNX4(s), PHO80(s)                                      |
| <b>205</b>  | 2N | 1       | HXT6/7 <sup>amp</sup>               | qPCR + HXT  | POS5(N413D)                                                                  |
| <b>206</b>  | 2N | 3       | SNF3(D114Y)                         | qPCR No HXT | MCM3(K759M), MED4(P65Q)                                                      |
| <b>207</b>  | 2N | 2       | SNF3(F458L) & HXT6/7 <sup>amp</sup> | qPCR + HXT  | RTK1(D59H)                                                                   |
| <b>208</b>  | 2N | 3       | SNF3(Q220E)                         | qPCR No HXT | SGF73(E356G), ChrXV-544522                                                   |
| <b>209</b>  | 2N | 2       | SNF3(D114Y)                         | qPCR No HXT | AZF1(s)                                                                      |
| <b>210</b>  | 2N | 2       | SNF3(G101A)                         | qPCR No HXT | EMP65(s)                                                                     |
| <b>211</b>  | 2N | 3       | SNF3(D114Y)                         | qPCR No HXT | AIM14(I21F), UBP13(V590F)                                                    |
| <b>212</b>  | 2N | 0       | HXT6/7 <sup>amp</sup>               | CGH +HXT    | none                                                                         |
| <b>213</b>  | 2N | 2       | SNF3(G101A)                         | qPCR No HXT | ChrXIII-499722                                                               |
| <b>214</b>  | 2N | 3       | SNF3(A214E)                         | qPCR No HXT | VPS27(H243N), chrXII-950618                                                  |
| <b>215*</b> | 2N | unknown | SNF3(A214E)                         | qPCR No HXT |                                                                              |
| <b>216*</b> | 2N | unknown | SNF3(G157A)                         | qPCR No HXT |                                                                              |
| <b>217*</b> | 2N | unknown | HXT6/7 <sup>amp</sup>               | CGH +HXT    |                                                                              |
| <b>218</b>  | 2N | 2       | HXT6/7 <sup>amp</sup>               | CGH +HXT    | YKL133C(Y287Stop), AVO2(C124F)                                               |
| <b>219</b>  | 2N | 2       | SNF3(F458L)                         | qPCR No HXT | chrIV-771695                                                                 |
| <b>220*</b> | 2N | unknown | SNF3(G157A)                         | qPCR No HXT |                                                                              |
| <b>221</b>  | 2N | 4       | SNF3(D114Y)                         | qPCR No HXT | MDM31(F121C), SPS1(s), chrVIII-48667                                         |
| <b>222</b>  | 2N | 4       | SNF3(R417T)                         | qPCR No HXT | BCS1(L41V), PDR12(G678R), chrXIII-237806                                     |
| <b>223</b>  | 2N | 7       | SNF3(F111L)                         | qPCR No HXT | BRN1(A556V), SEC7(P706A), YBT1(s), NOP58(s), chrX-153262, chrXI-161378       |
| <b>224</b>  | 2N | 5       | SNF3(D114Y)                         | qPCR No HXT | SMC1(Q294Stop), HIF1(D370Y), YOR389W(E203Stop), BNI1(s)                      |
| <b>225</b>  | 2N | 2       | SNF3(D114Y)                         | qPCR No HXT | SWA2(S362F)                                                                  |
| <b>226</b>  | 2N | 3       | SNF3(D114Y)                         | qPCR No HXT | MCM3(F520C), BIR1(N718H)                                                     |
| <b>227</b>  | 2N | 7       | SNF3(F458L)                         | qPCR No HXT | UBP1(S670P), VID30(Y20D), INO1(A282V), NIP100(s), chrXV-326628, chrXV-581532 |
| <b>228*</b> | 2N | unknown | HXT6/7 <sup>amp</sup>               | CGH +HXT    |                                                                              |
| <b>229*</b> | 2N | unknown | SNF3(G439E)                         | qPCR No HXT |                                                                              |
| <b>230*</b> | 2N | unknown | HXT6/7 <sup>amp</sup>               | CGH +HXT    |                                                                              |
| <b>231*</b> | 2N | unknown | SNF3(V470F)                         | qPCR No HXT |                                                                              |
| <b>232</b>  | 2N | 1       | HXT6/7 <sup>amp</sup>               | CGH +HXT    | ChrXVII-746160                                                               |
| <b>233</b>  | 2N | 2       | SNF3(G439E)                         | CGH No HXT  | LTE1(S626C)                                                                  |

|             |    |         |                       |              |                                                                                                              |
|-------------|----|---------|-----------------------|--------------|--------------------------------------------------------------------------------------------------------------|
| <b>301*</b> | 4N | unknown | SNF3(T385R)           | CGHed No HXT |                                                                                                              |
| <b>302*</b> | 4N | unknown | SNF3(E550K)           | CGHed No HXT |                                                                                                              |
| <b>303*</b> | 4N | unknown | SNF3(A491D)           | qPCR No HXT  |                                                                                                              |
| <b>304</b>  | 4N | 6       | SNF3(G439V)           | CGHed No HXT | YKL222C(S697T), UTR2 (s), chrXIII-23797, chrXIII-653210, chrXV-106555                                        |
| <b>305</b>  | 4N | 8       | SNF3(E413K)           | CGHed No HXT | HBT1(E938G), RPN4(T259M), ALR2(G529R), FAP1(Q474H), NEW1(S277Y), EIS1 (s), chrXVI-215384                     |
| <b>306</b>  | 4N |         | Unknown               | qPCR No HXT  |                                                                                                              |
| <b>307</b>  | 4N | 3       | SNF3(R229K)           | qPCR No HXT  | FAS2(G498V), GDE1(A1212V)                                                                                    |
| <b>308*</b> | 4N | unknown | SNF3(A491D)           | qPCR No HXT  |                                                                                                              |
| <b>309</b>  | 4N | 5       | SNF3(T385R)           | qPCR No HXT  | MAK32(M1L), SCH9(S104P), IMD2(P130T), YDR161W (s)                                                            |
| <b>310</b>  | 4N | 7       | SNF3(G230S)           | CGHed NoHXT  | FMS1(H131N), VMR1 (s), CHC1 (s), chrXIII-463918, chrXIII-756312, chrXIV-380225                               |
| <b>311</b>  | 4N | 5       | SNF3(T224R)           | qPCR No HXT  | COX18(M65L), SLN1(G769R), ALP1 (s), chrVI-15959                                                              |
| <b>312</b>  | 4N | 1       | HXT6/7 <sup>amp</sup> | qPCR +HXT    |                                                                                                              |
| <b>313</b>  | 4N | 8       | SNF3(G349V)           | CGHed No HXT | LHS1(G201V), ALD5(N170I), CDC31(N152K), UTR2 (s), chrIV-488849, chrXIII-23797, chrXIII-653210                |
| <b>314</b>  | 4N | 8       | Unknown               | qPCR No HXT  | RAX1(F14L), IOC2(M554I), MSC7(V245F), YLR345W(W109S), ChrIII-84937, ChrIV-229797, ChrVI-256200, ChrIX-277539 |
| <b>315</b>  | 4N | 4       | RGT2(G418D)           | CGHed No HXT | SPP41(R147Q), LCB5(E504K), ALR2 (s)                                                                          |
| <b>316</b>  | 4N | 1       | RGT2(D415N)           | CGHed No HXT | none                                                                                                         |
| <b>317*</b> | 4N | unknown | HXT6/7 <sup>amp</sup> | CGHed +HXT   |                                                                                                              |
| <b>318*</b> | 4N | unknown | SNF3(E413K)           | CGHed No HXT |                                                                                                              |
| <b>319</b>  | 4N | 3       | HXT6/7 <sup>amp</sup> | CGHed +HXT   | GEP5 (s), ChrVIII-488371, ChrXIII-211720                                                                     |
| <b>320</b>  | 4N | 4       | HXT6/7 <sup>amp</sup> | CGHed +HXT   | XRN1(L1078I), ChrIV-1154143, ChrIV-1154155, ChrIV-1154200                                                    |
| <b>321</b>  | 4N | 3       | Unknown               | CGHed No HXT | PCS60(P267S), DUR3(G465C), ChrIX-277539                                                                      |
| <b>322</b>  | 4N | 5       | SNF3(G468R)           | qPCR No HXT  | ORC4(P10L), SET6 (s), chrVII-328015, chrXV-1013114                                                           |
| <b>323</b>  | 4N | 4       | SNF3(T224R)           | qPCR No HXT  | PRS4(I137M), SSS1(A4T), chrVXII-856265                                                                       |
| <b>324</b>  | 4N | 3       | RGT1 (S509stop)       | qPCR No HXT  | TDH1(C154S), SOF1(P121A)                                                                                     |
| <b>325*</b> | 4N | unknown | HXT6/7 <sup>amp</sup> | qPCR +HXT    |                                                                                                              |

|      |    |         |                       |              |                                                                                                                         |
|------|----|---------|-----------------------|--------------|-------------------------------------------------------------------------------------------------------------------------|
| 326* | 4N | unknown | HXT6/7 <sup>amp</sup> | qPCR +HXT    |                                                                                                                         |
| 327  | 4N | 2       | MTH1(C321F)           | qPCR No HXT  | BUD27(A641S)                                                                                                            |
| 328  | 4N | 6       | HXT6/7 <sup>amp</sup> | qPCR +HXT    | HCA4(G382R),<br>SMC4(L673Stop),<br>YPL264C(V57G), SPT1 (s),<br>HXT7 (s), ChrII-804908                                   |
| 329  | 4N | 5       | Unknown               | CGHed No HXT | TOR2(M488I),<br>RPA190(V266I),<br>YGR168C(R318W), SPT15<br>(s), ChrII-278810                                            |
| 330* | 4N | unknown | HXT6/7 <sup>amp</sup> | CGHed +HXT   |                                                                                                                         |
| 331  | 4N | 3       | SNF3(V470F)           | qPCR No HXT  | ATS1 (s), HHO1 (s)                                                                                                      |
| 332  | 4N | 9       | HXT6/7 <sup>amp</sup> | qPCR +HXT    | CHD1(ns), COG1(T88I),<br>SRP102(K155Q),<br>GDE1(D1203A), ChrIV-<br>115413, ChrIV-1154155,<br>ChrIV-154200, ChrVI-243118 |
| 333  | 4N | 3       | HXT6/7 <sup>amp</sup> | qPCR +HXT    | NEW1(F321V), YCL041C (s),<br>ChrVIII-234713                                                                             |
| 334  | 4N | 3       | Unknown               | CGHed No HXT | TOR2(M488I), YTA7(M710L),<br>SPT15 (s)                                                                                  |
| 335  | 4N | 6       | HXT6/7 <sup>amp</sup> | CGHed +HXT   | PDC2(V138I), VTC2(A729S),<br>YSP3(s), TFB4(Q17K),<br>EFM1(1550L),<br>YGR266W(A411T)                                     |
| 336  | 4N | 3       | HXT6/7 <sup>amp</sup> | CGHed +HXT   | PBP1(F380Y),<br>FAS1(E1026D), ChrVIII-<br>375275                                                                        |
| 337  | 4N | 5       | HXT6/7 <sup>amp</sup> | CGHed +HXT   | PGU1(I17N), DIN7(T90S),<br>SNG1(A507V), SPG5<br>(Q175Stop), ChrII-289178                                                |

**Supplementary Table S1. Summary of mutations identified in the evolved clones utilized in this study.** The identity of the adaptive mutations and other mutations identified in the evolved clones utilized in this study. Clones for which there is no whole genome sequencing available are denoted with an asterisk (\*). Clones sequenced in this study are denoted with (φ), all other clones were sequenced in Selmecki et al. (2015). Intragenic mutations classified as synonymous (s), non-synonymous, or frameshift (fs). The amino acid substitution is listed after the gene name for mutations classified as non-synonymous. Intergenic mutations are listed by the chromosome coordinate.

| Clone | Clade    | SNF3 mutation | TMHMM  | Ploidy Level |
|-------|----------|---------------|--------|--------------|
| 118   | <i>a</i> | A488D         | TM11   | 1N           |
| 303*  | <i>a</i> | A491D         | TM11   | 4N-          |
| 308*  | <i>a</i> | A491D         | TM11   | 4N-          |
| 203   | <i>a</i> | D114Y         | TM1    | 2N           |
| 206   | <i>a</i> | D114Y         | TM1    | 2N           |
| 318*  | <i>a</i> | E413K         | TM8    | 2N           |
| 322   | <i>a</i> | G468R         | TM10   | 3N           |
| 121   | <i>a</i> | V470D         | TM10   | 1N           |
| 214   | <i>b</i> | A214E         | TM4    | 2N           |
| 215*  | <i>b</i> | A214E         | TM4    | 2N           |
| 209   | <i>b</i> | D114Y         | TM1    | 2N           |
| 211   | <i>b</i> | D114Y         | TM1    | 2N           |
| 221   | <i>b</i> | D114Y         | TM1    | 2N           |
| 224   | <i>b</i> | D114Y         | TM1    | 2N           |
| 225   | <i>b</i> | D114Y         | TM1    | 2N           |
| 226   | <i>b</i> | D114Y         | TM1    | 2N           |
| 302*  | <i>b</i> | E550K         | C-TAIL | 3N+/-        |
| 223   | <i>b</i> | F111L         | TM1    | 2N           |
| 216*  | <i>b</i> | G157A         | TM2    | 2N           |
| 220*  | <i>b</i> | G157A         | TM2    | 2N           |
| 233   | <i>b</i> | G439R         | TM9    | 2N           |
| 202   | <i>b</i> | G439R         | TM9    | 2N           |
| 101   | <i>b</i> | G519C         | EC     | 1N           |
| 208   | <i>b</i> | Q220E         | TM4    | 2N           |
| 307   | <i>b</i> | R229K         | TM5    | 4N           |
| 331   | <i>b</i> | V470F         | TM10   | 2N           |
| 231*  | <i>b</i> | V470F         | TM10   | 2N           |
| 305   | <i>c</i> | E413K         | TM8    | 3N+          |
| 219   | <i>c</i> | F458L         | TM10   | 2N           |
| 227   | <i>c</i> | F458L         | TM10   | 2N           |
| 210   | <i>c</i> | G101A         | TM1    | 2N           |
| 213   | <i>c</i> | G101A         | TM1    | 2N           |
| 310   | <i>c</i> | G230S         | TM5    | 3N           |
| 229*  | <i>c</i> | G439E         | TM9    | 2N           |
| 304   | <i>c</i> | G439V         | TM9    | 3N+          |
| 313   | <i>c</i> | G439V         | TM9    | 3N           |
| 222   | <i>c</i> | R417T         | CYTO   | 2N           |
| 311   | <i>c</i> | T224R         | CYTO   | 4N           |
| 323   | <i>c</i> | T224R         | CYTO   | 4N           |
| 309   | <i>c</i> | T385R         | EC     | 4N-          |
| 301*  | <i>d</i> | T385R         | EC     | 4N           |

**Supplementary Table S2. Identity of *SNF3* mutations grouped by downstream gene activation.** The identity of the amino acid substitutions in *SNF3* mutant strains profiled for

glucose responsive gene expression. The locations of transmembrane, cytosolic, and extracellular domains were predicted with TMHMM 2.0c (Krogh et al. 2001). Mutations are diagramed in Figure 3. The ploidy level was determined with flow cytometry analysis for DNA content aCGH or WGS as previously reported (Selmecki et al. 2015).

| <b>Mutation</b> | <b>Background</b> | <b>Strain</b> | <b>Experimental details</b>                    | <b>Citation</b>          |
|-----------------|-------------------|---------------|------------------------------------------------|--------------------------|
| <b>H154Tfs</b>  | W303 (1N)         | EvoClone 2    | 1mM Sucrose, serial passage, POL3-L523D mutant | Koschwanetz et al. 2013  |
| <b>S51lfs</b>   | W303 (1N)         | EvoClone 6    | 1mM Sucrose, serial passage, POL3-L523D mutant | Koschwanetz et al. 2013  |
| <b>W427C</b>    | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Q416K</b>    | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Y332Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>C321W</b>    | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Y311Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Y245Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Q236Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>L156Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>S106Stop</b> | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>N314H</b>    | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>R385Stop</b> | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>E249Stop</b> | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>C188Stop</b> | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>S101Stop</b> | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>K86Stop</b>  | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Q374Stop</b> | S288C (1N)        | E3, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>Q338Stop</b> | S288C (1N)        | E3, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>L241Stop</b> | S288C (1N)        | E3, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>S209Stop</b> | S288C (1N)        | E3, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013 |
| <b>1353fs</b>   | S288C (1N)        | 102           | 2% Raffinose, serial passage, 250 generations  | Selmecki et al. 2015     |

|                 |            |     |                                               |                      |
|-----------------|------------|-----|-----------------------------------------------|----------------------|
| <b>1353fs</b>   | S288C (1N) | 104 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>N12fs</b>    | S288C (1N) | 105 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 106 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 108 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>K333Stop</b> | S288C (1N) | 109 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>N69fs</b>    | S288C (1N) | 110 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>K367fs</b>   | S288C (1N) | 111 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>S133fs</b>   | S288C (1N) | 112 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 116 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 122 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 124 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>A475D</b>    | S288C (1N) | 127 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 128 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 131 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>C321F</b>    | S288C (4N) | 327 | 2% Raffinose, serial passage, 250 generations | Selmecki et al. 2015 |
| <b>1353fs</b>   | S288C (1N) | 115 | 2% Raffinose, serial passage, 250 generations | Current Study        |
| <b>1353fs</b>   | S288C (1N) | 119 | 2% Raffinose, serial passage, 250 generations | Current Study        |
| <b>S133fs</b>   | S288C (1N) | 126 | 2% Raffinose, serial passage, 250 generations | Current Study        |

**Supplementary Table S3. *MTH1* mutations recovered from yeast populations evolved in low glucose medium.** We performed a literature search to find other reported mutations in *MTH1* obtained from experimental evolution in carbon-limited conditions. Mutations are diagrammed in Figure 4A.

| <b>Mutation</b>                       | <b>Background</b> | <b>Strain</b> | <b>Experimental details</b>                    | <b>Citation</b>               |
|---------------------------------------|-------------------|---------------|------------------------------------------------|-------------------------------|
| <b>L832fs</b>                         | W303 (1N)         | EvoClone4     | 1mM Sucrose, serial passage, POL3-L523D mutant | Koschwanez et al. 2013        |
| <b>Q1053Stop</b>                      | W303 (1N)         | EvoClone1     | 1mM Sucrose, serial passage, POL3-L523D mutant | Koschwanez et al. 2013        |
| <b>G687V</b>                          | W303 (1N)         | EvoClone 10   | 1mM Sucrose, serial passage, POL3-L523D mutant | Koschwanez et al. 2013        |
| <b>Y526C</b>                          | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock pgen 2013 |
| <b>V565L</b>                          | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013      |
| <b>L575W</b>                          | S288C (1N)        | E1, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013      |
| <b>C646F</b>                          | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013      |
| <b>E817K</b>                          | S288C (1N)        | E2, Bulk      | 0.08% Glucose, Chemostat, 448 generations      | Kvitek and Sherlock 2013      |
| <b><math>\phi</math>S509Stop/RGT1</b> | S288C (4N)        | 324           | 2% Raffinose, serial passage, 250 generations  | Selmecki et al. Nature 2015   |

**Supplementary Table S4. *RGT1* mutations recovered from yeast populations evolved in low glucose medium.** We performed a literature search to find other reported mutations in *RGT1* that resulted from experimental evolution in carbon-limited conditions. Mutations are diagrammed in Figure 4B. The *S509Stop/RGT1* mutation (indicated by  $\phi$ ) occurred in a strain that was originally 4N but has a base ploidy of 2N after 250 generations. The nonsense mutation occurs in 1 of 2 alleles of *RGT1*.

## Supplementary References

- Boles E, Hollenberg CP. 1997. The molecular genetics of hexose transport in yeasts. *FEMS Microbiol. Rev.* 21:85–111.
- Flick KM, Spielewoy N, Kalashnikova TI, Guaderrama M, Zhu Q, Chang H-C, Wittenberg C. 2003. Grr1-dependent Inactivation of MTH1 Mediates Glucose-induced Dissociation of Rgt1 from HTX Gene Promoters. *Mol. Biol. Cell* 14:3230–3241.
- Kim J, Polish J, Johnston M. 2003. Specificity and Regulation of DNA Binding by the Yeast Glucose Transporter Gene Repressor Rgt1. *Mol. Cell. Biol.* 23:5208–5216.
- Koschwanez JH, Foster KR, Murray AW. 2013. Improved use of a public good selects for the evolution of undifferentiated multicellularity. *Elife* 2013:1–27.
- Krogh a, Larsson B, von Heijne G, Sonnhammer E. 2001. Predicting transmembrane protein topology with a hidden Markov model: application to complete genomes. *J. Mol. Biol.* 305:567–580.
- Kvitek DJ, Sherlock G. 2013. Whole genome, whole population sequencing reveals that loss of signaling networks is the major adaptive strategy in a constant environment. *PLoS Genet.* 9:e1003972.
- Lafuente MJ, Gancedo C, Jauniaux JC, Gancedo JM. 2000. Mth1 receives the signal given by the glucose sensors Snf3 and Rgt2 in *Saccharomyces cerevisiae*. *Mol. Microbiol.* 35:161–172.
- Lagunas R. 1993. Sugar transport in *Saccharomyces cerevisiae*. *FEMS Microbiol. Lett.* 104:229–242.
- Liang H, Gaber RF. 1996. A novel signal transduction pathway in *Saccharomyces cerevisiae* defined by Snf3-regulated expression of HXT6. *Mol. Biol. Cell* 7:1953–1966.
- Lin Z, Li WH. 2011. Expansion of hexose transporter genes was associated with the evolution of aerobic fermentation in yeasts. *Mol. Biol. Evol.* 28:131–142.
- Naumov G, Turakainen H, Naumova E, Aho S, Korhola M. 1990. A new family of polymorphic genes in *Saccharomyces cerevisiae*:  $\alpha$ -galactosidase genes MEL1-MEL7. *Mol. Gen. Genet.* 224:119–128.
- Ozcan S, Dover J, Rosenwald AG, Wölfl S, Johnston M. 1996. Two glucose transporters in *Saccharomyces cerevisiae* are glucose sensors that generate a signal for induction of gene expression. *PNAS* 93:12428–32.

- Pasula S, Chakraborty S, Choi JH, Kim J-H. 2010. Role of casein kinase 1 in the glucose sensor-mediated signaling pathway in yeast. *BMC Cell Biol.* 11:17.
- Polish J a., Kim J-H, Johnston M. 2005. How the Rgt1 Transcription Factor of *Saccharomyces cerevisiae* Is Regulated by Glucose. *Genetics* 169:583–594.
- Raser JM, Shea EKO. 2006. Control of Stochasticity in Eukaryotic Gene Expression Jonathan. *Science* 304:1811–1814.
- Roy A, Shin YJ, Cho KH, Kim J-H. 2013. Mth1 regulates the interaction between the Rgt1 repressor and the Ssn6-Tup1 corepressor complex by modulating PKA-dependent phosphorylation of Rgt1. *Mol. Biol. Cell* 24:1493–503.
- Sabina J, Johnston M. 2009. Asymmetric signal transduction through paralogs that comprise a genetic switch for sugar sensing in *Saccharomyces cerevisiae*. *J. Biol. Chem.* 284:29635–43.
- Selmecki AM, Maruvka YE, Richmond P a, Guillet M, Shores N, Sorenson AL, De S, Kishony R, Michor F, Dowell R, et al. 2015. Polyploidy can drive rapid adaptation in yeast. *Nature* 519:349–352.
- Wenger JW, Piotrowski J, Nagarajan S, Chiotti K, Sherlock G, Rosenzweig F. 2011. Hunger artists: yeast adapted to carbon limitation show trade-offs under carbon sufficiency. *PLoS Genet.* 7:e1002202.

How the deposited data were processed for this re-analysis (not part of the article)

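Gene expression was measured by RNA-seq in 9 yeast strains grown in 2% raffinose, with 1 library for each strain: the 2N ancestor (6006), the 1N-evolved clones 131 and 132, the 2N-evolved clones 232 and 233, and the 4N-evolved clones 334, 335, 336 and 337. Each sample's clone and ploidy were taken from the sample labels and the paper, and its adaptive genotype and karyotype from Supplementary Table S1 and the legend of Supplementary Fig. S2. The paper and the sample labels differ in the culture volume (100 and 5 ml) and the optical density at harvest (0.8 to 1.0 and 0.6 to 0.8).

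The authors trimmed the 50-base strand-specific reads with Trimmomatic, removed reads of ribosomal RNA, aligned the rest with Bowtie2 to the S288c genome, reporting the best location of each read, counted reads on genes with HTSeq, and tested each clone against the ancestor with DESeq under the blind setting. The deposited counts are whole numbers of reads per gene for 5796 genes in each of the 9 libraries, without normalization, followed by 5 lines with the reads that were not assigned to a gene. The authors' DESeq files hold, for 6603 genes in each of the 8 comparisons, normalized mean counts in ancestor and clone on a signal scale that is never negative, the fold change as a linear ratio, the log2 fold change, and the p-value with its Benjamini-Hochberg adjusted p-value, all as deposited. The deposited normalized values are whole multiples of the value of 1 read in every library (100.0% of genes), which gave the reads behind the DESeq output. The counts and the DESeq files share 5792 genes.

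From 26256718 to 51818853 reads per library lay on genes in the deposited counts (mean 43.8 M) and from 21449135 to 42236195 behind the DESeq output (mean 36.2 M). Intervals on log2 ratios of single genes are exact Clopper-Pearson intervals at the 95% level for the counting error of the 2 libraries alone. They do not cover the variation between cultures, which 1 library per strain does not measure. PCR copies of a molecule cannot be told apart in these counts.

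Log2 ratios from the counts used TMM-normalized CPM with 0.5 added, in edgeR 4.0.16 under R 4.3.3. Tests across clones used edgeR's quasi-likelihood test on genes with at least 10 counts in every library of the fit, with Benjamini-Hochberg adjustment at 0.05, and DESeq2 1.42.0 as an alternative. edgeR ran with limma 3.58.1. Groups were set by DNA genotype or starting ploidy and never by expression. Enrichment used one-sided Fisher's exact tests, distances between clones an exact permutation test, and clustering complete linkage, as in the paper. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps. A gene list's median was placed among the medians of 10000 random lists of the same size and similar mean expression, as a description of these libraries. Chromosome, start, end, GC content and length came from the R64 release of the S288c genome, which is later than the release the authors used. The share of a gene's 50-base stretches that occur elsewhere in this genome was used to mark genes whose reads cannot be placed uniquely.

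The edgeR step was tested on simulated counts with the real means and library sizes, a dispersion of 0.02 and 200 genes changed by 2 on the log2 scale. Between 203 and 211 genes were called, between 197 and 200 of them among the changed ones, and between 3.0% and 5.2% of calls were false. The enrichment, chromosome, distance and list steps were tested on simpler simulated data, made of random gene sets or normally distributed values for made-up genes. A planted chromosome shift of 0.4 was found as 0.41 on average (SD 0.0482), and the distance test gave a p-value under 0.05 in 100% of data with groups and in 2.5% of data without. Those groups were of equal size, unlike the real ones, so the 100% does not give the power of the distance tests on the clones.

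The genes named were fixed beforehand: the genes of Fig. 1B and Supplementary Fig. S3A, every gene the paper names, the members of gene lists written beforehand (phosphate starvation, iron, zinc, heat shock, glucose-repressed, mating-type and haploid-specific genes), up to 10 genes with the largest change past an adjusted p-value of 0.05 in each edgeR comparison, and genes called by DESeq in all 8 clones. GCD6 is named only as the position of a boundary. Alternatives covered the test, the normalization, the count minimum, the pseudocount, the source of the values, the linkage and distance, the genes on aneuploid chromosomes, covariates and each clone left out in turn. The deposited counts and the DESeq output follow different clone labels for 131, 132, 232 and 337. No label was changed.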

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

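Of the tests named here, those on labels other than the one in thinned counts, and those on HXT3, the gene lists, the iron regulon, the 8 genes outside the paper's discussion, the glucose-repressed genes and the trend-based gene numbers were chosen only after the result had been seen, and the others before it. Among 105 groups of values examined for a clone far from the others, 16 had one, where about 5.25 are expected by chance (1 in 20). The 2 sets of files are not independent, so several results appear in both. The labels and the paper give no sequencing batch, and contamination was not tested.

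The deposited counts and the DESeq output follow different clone labels for 4 clones, 131 with 132 and 232 with 337. This remained in counts thinned to the smallest library, where 4 clones still followed the other clone's DESeq output, so library size does not account for it. A mislabelled sample in one of the 2 sets is a candidate explanation, but the 4 clones crossed in the full counts are the observation that raised it and no separate test of it. For clones 131 and 132 the paper's qRT-PCR and read totals point to different sets of labels. Their deposited counts differed from the qRT-PCR by 1.53 on the log2 scale on average over 5 measures, more than the counts of the other clone did (1.17 for the qRT-PCR of 131 and 0.552 for that of 132). The reads aligned in the count file of 131 were 1.07 times the paper's total for 131, so by read totals these counts carry their own label. For 232 the reads aligned were 2.20 times the paper's total and for 337 they were 0.511 times, each nearer to the total of the other clone. The qRT-PCR of 337 points the same way by a small margin. It differed by 2.07 from the counts of 337 and by 1.91 from those of 232, and by 0.989 and 1.16 from the reads behind the DESeq output. For this pair both comparisons favour the labels of the DESeq output. For 131 and 132, the sum of HXT6 and HXT7 in the counts was -0.30 under the label 132, which carries the amplification. It was 1.01 under 131, which lacks it. In the reads behind the DESeq output these values were 0.89 and 0.19. A higher sum in the clone with the amplification goes with the labels of the DESeq output, as the qRT-PCR does. The read totals go the other way, so the labels of 131 and 132 cannot be settled from these comparisons.

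Several values of clone 132 in the deposited counts lay far from the other HXT6/7amp clones: HXT1 at 1.04 (others from -0.19 to 0.05), HXT2 at 1.89 (from -0.63 to -0.18), HXT6 at -0.45 (from 1.69 to 2.15) and HXT7 at -0.19 (from 1.36 to 1.90). Clone 131 in the DESeq output had 1.32 for HXT1 and 2.04 for HXT2, as the crossing of labels in 4 clones would give. For HXT6 it had -1.42 and for HXT7 0.48, so the crossing does not account for the value of HXT7, and reads shared between HXT6 and HXT7 were not excluded. HXT1 of clone 334 was the lowest of the 4N-evolved clones in the counts, at -0.36 (others from -0.01 to 0.05), on 166 reads against 214 in the ancestor, with an exact 95% interval for the counting error from -0.70 to -0.10. No explanation was tested for it.

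HXT3 in clone 233 had a log2 fold change of 2.88 in the DESeq output, with the other clones between 0.21 and 1.37. It was 0.40 in the deposited counts and not apart from the others. These counts held 15230 reads on HXT3 in the ancestor against 125 behind the DESeq output, so reads shared with similar genes may hide the change in the counts. No biological explanation was tested.

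The smallest libraries were also apart: clone 337 in the counts (26256718 reads on genes, others from 40245392) and clone 232 behind the DESeq output (21449135 reads, others from 33415064). The 2 clones exchange places between the sets, as in the label crossing that 4 clones show.

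The iron regulon had its lowest median in clone 336, at -0.44 in the DESeq output (others from 0.23 to 0.72) and -0.38 in the counts (others from 0.19 to 0.70). Without the 4 of its 16 genes on chromosomes 12 and 13 the median was -0.44 over 12 genes. Clone 336 carries these chromosomes in extra copies, which raise expression, so this value does not bear on why the list is low. SIT1, an iron transporter gene called in 5 clones that the paper does not discuss, had a median log2 fold change of 1.93 over the clones and -0.32 in 336. The zinc regulon was highest in clone 131 in the DESeq output (0.94, others from -0.11 to 0.18) and in clone 132 in the counts (0.94, others from -0.12 to 0.20). The list of glucose-repressed genes was lowest in the same libraries, at -2.04 in 131 in the DESeq output (others from -0.55 to 0.67) and -1.89 in 132 in the counts (others from -0.46 to 0.69), and it was highest among the 4N-evolved clones in 336 in the counts (0.65, others from -0.26 to -0.12). Of these 4 medians in the counts, 3 still stood apart in thinned counts and 3 after a fit on GC content and gene length. The one that did not was the iron regulon of 336. Its median stayed the lowest, at -0.44 in thinned counts (next lowest 0.14) and -0.38 after the fit (next lowest 0.20), and neither step moved it towards the other clones. Stronger glucose repression in clones with a signalling mutation was tested as an explanation for the low values of 131. The median of clone 233, the other such clone, was -0.25. It lay below 4 of the 5 HXT6/7amp clones (from -0.23 to 0.67) and above 337 (-0.55), so the prediction that both would lie below all 5 was not met, by 1 clone, and stronger repression in 233 is not excluded.

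The a-specific genes were highest in clone 337 in the DESeq output, at 1.13 (others from -0.07 to 0.37), and highest in 232 in the counts, at 1.34, without standing apart there. No explanation other than the crossing of labels in 4 clones was tested.

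The zinc regulon was higher than in the ancestor in both 1N-evolved clones and lower in both 2N-evolved clones. The difference of their means was 0.59 in the DESeq output and 0.59 in the counts. The difference between ploidy levels was not tested, with n = 2 in each, and the 2 sets of files give the only 2 such cases among 96 comparisons of direction. Ploidy cannot be told apart from a single clone here, since clone 131 in the DESeq output carries most of it.

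In the reads behind the DESeq output, HXT4 (-5.20), MIG2 (-4.37) and ARI1 (-1.69) differed between the HXT6/7amp clones and the clones with signalling mutations in edgeR's quasi-likelihood test, with all 5 HXT6/7amp clones below both of the others. No gene did so in the same test on the deposited counts, where 50 genes had an unadjusted p-value under 0.05. The paper's text does not discuss MIG2 and ARI1, nor several of the genes called in most clones, of which only those within the genes fixed beforehand are named here. PHO5 was called in 8 clones with a median log2 fold change of -3.61, SPL2 in 8 clones with -4.23, PHM6 in 6 clones with -3.10 and BTN2 in 5 clones with 1.87. Among PHO5, PHM6, SPL2, SIT1, BTN2, ARI1, MIG2 and HXT4, the largest percent of 50-base stretches found elsewhere in the genome was 12.3%, in PHO5. Exact shared stretches are therefore few in these genes. This measure does not exclude shared reads for HXT4, which had a log2 excess of reads in the counts over those behind the DESeq output of 3.45 in 336 and 3.05 in 335, against -0.05 in 233. PHO5, SPL2 and PHM6 move with PHO84 and PHO89, for which a phosphate starvation response is weighed among the other observations. For HXT4, MIG2 and ARI1 no biological explanation was tested, and in edgeR's test the difference passed in the reads behind the DESeq output only. The labels of 4 clones are crossed between the sets, and HXT4 also changed direction in clones 335 and 336, which are not crossed.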

How the results depend on the processing

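Alternatives described as added were chosen after the data had been seen, and all others before the data were examined. No paired analysis was possible because each strain has 1 library and no replicate numbers are shared between groups. Every alternative gave a value.

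The number of genes called per clone was most sensitive to the dispersion. With a dispersion per gene in edgeR, the mean fell from 25.9 to 0 in the deposited counts (mean of 98.8 genes at an unadjusted p-value under 0.05), to 0 without the count filter (108), to 0 in thinned counts (101), to 0 with HXT6 and HXT7 summed (98.8) and to 0 when each clone was tested against the other 7 (177). Among added settings it was 0 in the reads behind the DESeq output (94.8) and 0 in those reads after thinning (93.0). With dispersions from the trend over all genes, also added, the mean was 33.1 in the counts, 31.5 in thinned counts, 28.8 in the reads behind the DESeq output and 26.1 in those reads after thinning, all within 1.5 times of 25.9. It was 64.8 and 61.8 when each clone was tested against the other 7 in the counts and in those reads. The cause was not tested beyond this.

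Carbohydrate transport genes were enriched in 6 clones, in 3 with genes of at least 10 counts as background, and in 0 with edgeR's blind calls in either source. Phosphate ion transport genes were enriched in 8 clones, and in 0 with edgeR's blind calls in either source. The blind calls held no gene, so these tests could not find an enrichment.

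No gene passed in the 8 clones against the ancestor in the counts (108 genes at an unadjusted p-value under 0.05), against 7 with DESeq2, 1 without the count filter, 1 with RLE size factors and 1 without genes on aneuploid chromosomes. The ancestor is the only library of its group, so these numbers do not decide whether its expression differed. For the HXT6/7amp clones against clones with signalling mutations the number was 0 (50 unadjusted), against 2 with DESeq2 and 3 in the reads behind the DESeq output. It ranged from 1 to 4 across the 5 fits to those reads that each left out an HXT6/7amp clone (2 without 132, 1 without 232, 3 without 335, 4 without 336 and 3 without 337) and was 0 in the same fits to the counts. A fit without 131 or 233 would leave 1 clone in its group and was not made. Against all clones without the amplification the number was 0 (73 unadjusted), against 2 with DESeq2. It ranged from 0 to 1 across the 8 fits to the counts that each left out a clone, with from 43 to 152 unadjusted. In the reads behind the DESeq output it ranged from 0 to 3 (1 without 232 and 3 without 334). The ploidy comparison gave 0 genes in all its settings (196 unadjusted). Across the fits to the counts that each left out a clone, the unadjusted number ran from 70 (without 132) to 450 (without 337). The cause of these changes was not tested.

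The 7 chromosome shifts kept their direction in all settings. Without centring, the log2 values for clone 334 became 0.34 (chromosome 9), 0.35 (13) and 0.30 (14), for 335 0.38 (13), and for 336 0.50 (12) and 0.27 (13). With the mean of the euploid clones as reference they were 0.40 (334, chromosome 9), 0.33 (335, chromosome 13) and 0.30 (336, chromosome 13). With a higher count minimum per gene, chromosome 13 gave 0.41 in 334 and 0.35 in 335, and with at least 1 count 0.40 in 334, 0.35 in 335 and 0.32 in 336. The authors' log2 fold changes gave 0.41 and -0.38 for chromosome 14 of 334 and 335.

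The clade that holds clone 131 had 6 clones in the counts, and 2 with the authors' log2 fold changes and with the added reads behind the DESeq output. The distance by adaptive genotype reversed from -0.0704 to 0.0865 in those reads, and the distance by starting ploidy from -0.126 to 0.0124. The direction of both was the same under the other alternatives. Of 72 log2 ratios of single genes, 58 moved by more than their counting error with the authors' log2 fold changes in place of the counts, and 23 had the opposite sign. By the same measure, 15 moved with RLE size factors and 28 with a pseudocount of 10.

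Depth limits HXT1, with 14 reads in the ancestor behind the DESeq output, and the largest decreases of PHO84, with 27 reads in clone 334. The missing replicate libraries limit every comparison of 1 clone.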

Differences from the paper's values

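For clone 232, 68061332 reads were aligned in the deposited count file, against the paper's 30980682. For clone 337 there were 32709025, against the paper's 63990069. No alternative was set for these numbers.

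The 27 log2 ratios of panel genes that the paper's supplement lists as differentially expressed all differed from the ratios computed from the deposited counts, 2 of them in sign. For HXT4 the paper's log2 fold changes and those from the deposited counts were 4.19 against 0.76 in 131 and 4.65 against 3.73 in 233. For HXT2 the paper's log2 fold changes and those from the deposited counts were 2.04 against -0.18 in 131, -2.92 against -0.63 in 336 and -2.22 against -0.18 in 337. For PHO89 the paper's log2 fold changes and those from the deposited counts were -5.93 against -2.50 in 131, -2.54 against -5.59 in 132, -3.04 against -5.58 in 232, -5.64 against -5.38 in 233, -5.76 against -5.48 in 334, -4.61 against -4.48 in 335, -5.32 against -5.13 in 336 and -5.89 against -2.97 in 337. For PHO84 the paper's log2 fold changes and those from the deposited counts were -5.63 against -3.14 in 131, -3.18 against -5.50 in 132, -3.60 against -6.58 in 232, -6.44 against -6.23 in 233, -8.77 against -8.05 in 334, -6.15 against -5.92 in 335, -8.08 against -7.62 in 336 and -6.96 against -3.55 in 337. For HXT6 the paper's log2 fold changes and those from the deposited counts were 2.59 against -0.45 in 132, 3.54 against 1.73 in 232, 3.17 against 1.69 in 335, 3.59 against 2.15 in 336 and 3.47 against 2.03 in 337. For HXT3 the paper's log2 fold changes and those from the deposited counts were 2.88 against 0.40 in 233. The ratios from the counts had 0.5 CPM added, which draws ratios on few reads towards 0. Exact intervals for the counting error, taken without it, held the paper's values for PHO84 and PHO89 in 233, 334, 335 and 336. For PHO84 in 334, with 27 reads in both sets, that interval ran from -9.50 to -8.35. Those gaps therefore do not show that the reads differ.

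Of the alternatives set before the data were examined, the authors' deposited log2 fold changes closed the gap for all 27 ratios. They hold the same values as the paper's supplement, for 207 of its 207 called genes, so this match was fixed in advance. RLE size factors, a pseudocount of 10 CPM, and the sum of HXT6 and HXT7 (for HXT6) closed the gap for none. The reads behind the DESeq output, chosen after seeing the values, came within 0.005 of the paper's value for 4 of the 27 and differed from it by at most 0.71. Their ratios also had a fixed CPM value added.

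Phosphate ion transport genes were enriched among the genes called down in 8 clones, against the paper's 5 in its table of downregulated GO terms. Of the alternatives set before the data were examined, an adjusted p-value of 0.01 for the calls and a background of genes with at least 10 counts also gave 8, and edgeR's blind calls gave 0, so none closed the gap. For carbohydrate transport among the genes called up, 6 clones were enriched against the paper's 4 in its table of upregulated GO terms, a smaller gap in proportion. Of the alternatives set before the data were examined, the adjusted p-value of 0.01 gave 7, the background of genes with at least 10 counts 3 and edgeR's blind calls 0.

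The paper's table of upregulated GO terms names HXT7 and HXT3 under hexose transport for clone 232, and HXT7, HXT3, HXT4 and GAL2 for clone 336. In the authors' DESeq output HXT7 had a log2 fold change of -0.70 in 232 and -1.13 in 336, HXT3 had 0.36 and 0.84, and in 336 HXT4 had -0.79 and GAL2 -0.53, and none of them was called. The same table names GAL2 and SKS1 for clone 337, where the DESeq output gave -0.93 and 1.69, neither of them called. The deposited counts gave 1.36 (HXT7) and 0.93 (HXT3) in 232, and 1.90 (HXT7), 1.90 (HXT3), 1.79 (HXT4) and 1.71 (GAL2) in 336.

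Fig. 1B and the text place clones 131 and 233 in the clade with high HXT2, HXT3 and HXT4. The clones with the highest HXT4 in the deposited counts were 233 (3.73) and 132 (3.24), and 131 had 0.76. With the authors' deposited log2 fold changes, the clade of 131 held 2 clones, 131 and 233. The legend of Fig. 1B names HXT1 among the overexpressed transporters, and HXT1 was called in no clone by the authors' DESeq test.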

Other observations

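Of the tests named here, those of gene numbers with trend-based dispersions and of the median shift of all genes were chosen only after the result had been seen.

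HXT3, HXT6 and HXT7 had more reads in the deposited counts than behind the DESeq output. Over the 5 libraries whose labels match, the 51 genes with at least 50% of their 50-base stretches elsewhere in the genome had a higher log2 ratio of counts to reads behind the DESeq output than the 5411 other genes, by at least 2.59 (clone 336) in median. This is consistent with reads shared between near-identical genes being counted in one set and left out of the other. HXT2, with no shared stretch, had a log2 excess of 2.36 in clone 336 and 0.07 in the ancestor, and HXT1, with 4.99% of its stretches shared, had 3.68 in the ancestor. Shared stretches of exact sequence do not account for these genes by themselves.

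PHO84 and PHO89 were higher in the ancestor than in every clone. Most of the other genes of the phosphate starvation response were lower in the clones too, 11 of 12 in each clone. In 8 clones 0% of random lists had a lower median than these 12 genes, whose medians ran from -1.26 (335) to -0.79 (233) in the DESeq output. A phosphate starvation response in the ancestor's culture would give this, as a hypothesis from the single ancestor library. By qRT-PCR on biological replicates, the paper found raised PHO84 in the diploid ancestor alone, with high variability. That measurement covers PHO84 only. Whether the raised level belongs to the strain or to this culture was not tested here. Shared reads do not account for PHO84 and PHO89, since 0% of their 50-base stretches occur elsewhere. PHO84 stayed lower by more than 1 on the log2 scale in 8 clones with RLE size factors, but these hardly differ from TMM here and do not test the effect of a few abundant genes. Such an effect would shift all genes alike. With counts scaled by total reads alone, the median log2 ratio over 5422 genes differed from 0 by at most 0.0748, in clone 335, which goes against it.

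The number of genes called per clone differed. With a dispersion per gene the thinned counts gave 0 genes in every clone (101 on average at an unadjusted p-value under 0.05), so library size could not be tested that way. With dispersions from the trend, the thinned reads behind the DESeq output still gave 4.8 times as many genes in the clone with most (48) as in that with fewest (10), which goes against library size as the explanation. No biological explanation was tested.

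For the chromosomes the paper calls aneuploid, at least 96.6% of each shift in expression remained after a fit on GC content and gene length, which had values for 99.9% of the genes. All 7 shifts lay nearer to the value expected from copy number than to 0. This is in line with expression in proportion to copy number.

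Haploid-specific genes were examined on the assumption that the 1N-evolved clones carry 1 mating-type allele where diploids carry both. The paper's text and the sample labels give no mating types. Of the 1N-evolved clones, 1 lay above all 2N- and 4N-evolved clones, with medians of 0.06 (131) and 0.18 (132) against 0.18 in the highest other clone (232). The hypothesis that both would stand above the others was not borne out. Without the mating types, this result cannot tell a wrong hypothesis from a wrong assumption.

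Other splits of the 8 clones were counted for the comparisons between groups. The real grouping by HXT6/7 amplification gave 0 genes in both sources. With a number of 0, all 56 of the 56 splits of the clones into 5 and 3 must give as many, so this comparison is not informative by itself. More genes came from 5 splits in the deposited counts, up to 74, and from 4 splits in the reads behind the DESeq output, up to 58. The 5 splits include the one in which 131 and 132 change places, with 3 genes, so the absence of genes in the counts depends on the labels of these clones. The grouping by ploidy also gave 0 genes, and all 35 of 35 splits into 4 and 4 must give as many. More genes came from 3 splits in the counts, up to 8, and from 1 split in the reads, with 3. At an unadjusted p-value under 0.05 the amplification grouping had 73 and 397 genes and the ploidy grouping 196 and 434.

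Heat shock genes had medians above all but a few of the random lists in several clones, at 1.31 in 232 and 1.21 in 337 in the DESeq output and 1.02 and 1.20 in the counts. Clone 233 went the other way, with -0.19 in the DESeq output and -0.20 in the counts, below nearly all of the random lists. These values are reported without a test.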
